# Metabolic behavior for a mutant *Oenococcus oeni* strain with high resistance to ethanol to survive under oenological multi-stress conditions

**DOI:** 10.3389/fmicb.2023.1100501

**Published:** 2023-03-09

**Authors:** Ángela Contreras, Gabriela Díaz, Sebastián N. Mendoza, Mauricio Canto, Eduardo Agosín

**Keywords:** *Oenococcus oeni*, metabolism, malolactic fermentation, random mutagenesis, ethanol resistance

## Abstract

Malolactic fermentation (MLF) positively influences the quality of the wine, and it occurs as a result of a lactic acid bacteria’s metabolism, mainly of the *Oenococcus oeni* species. However, delays and halting of MLF are frequent problems in the wine industry. This is mainly because *O. oeni*’s development is inhibited by different kinds of stress. Even though the sequencing of the genome of the PSU-1 strain of *O. oeni*, as well as other strains, has made it possible to identify genes involved in the resistance to some types of stress, all of the factors that could be involved are still unknown. With the aim of contributing to this knowledge, the random mutagenesis technique was used in this study as a strategy for genetic improvement of strains of the *O. oeni* species. The technique proved to be capable of generating a different and improved strain when compared to the PSU-1 strain (the parent from which it descends). Then, we evaluated the metabolic behavior of both strains in three different wines. We used synthetic MaxOeno wine (pH 3.5; 15% v/v ethanol), red wine (Cabernet Sauvignon), and white wine (Chardonnay). Furthermore, we compared the transcriptome of both strains, grown in MaxOeno synthetic wine. The specific growth rate of the E1 strain was on average 39% higher in comparison to the PSU-1 strain. Interestingly, E1 strain showed an overexpression of the OEOE_1794 gene, which encodes a UspA-like protein, which has been described as promoting growth. We observed that the E1 strain was able to convert, on average, 34% more malic acid into lactate than the PSU-1 strain, regardless of the wine being used. On the other hand, the E1 strain showed a flux rate of fructose-6-phosphate production that was 86% higher than the mannitol production rate, and the internal flux rates increase in the direction of pyruvate production. This coincides with the higher number of OEOE_1708 gene transcripts observed in the E1 strain grown in MaxOeno. This gene encodes for an enzyme fructokinase (EC 2.7.1.4) involved in the transformation of fructose to fructose-6-phosphate.

## Introduction

Lactic acid bacteria (LAB) are microorganisms used in the wine industry to manufacture a wide variety of products. An important and valuable feature is that these bacteria can deacidify their growth media; for this reason, they are regularly used in fermented product production (Derkx et al., 2014).

Malolactic fermentation (MLF) positively influences the quality of wine, contributing to its microbiological stability and increasing the complexity of its flavors (Davis et al., 1985; Henschke, 1993; Bartowsky et al., 2002). MLF occurs as a result of lactic acid bacteria’s metabolism and consists of the conversion of L–(+)–malate to L–(+)–lactate and CO_2_, by the action of the malolactic enzyme (MLE) (Caspritz and Radler, 1983). Both, the consumption of L-malate and the duration of MLF, depend on the biomass of lactic acid bacteria and the activity of its malolactic enzyme, which is influenced by the adaptation capacity of bacteria (Guzzo and Desroche, 2009).

*Oenococcus oeni* strains are recognized for their high tolerance to stressful conditions present in the winemaking process, such as, low pH, the presence of SO_2_ and ethanol; and therefore, these strains are the main ones responsible for MLF (Tracey and Britz, 1987; Van Vuuren and Dicks, 1993; Versari et al., 1999).

Despite the metabolic and adaptive capacities of *O. oeni*, delays and halting MLF are frequent problems in the wine industry (Eglinton and Henschke, 1996; Gockowiak and Henschke, 2003; Malherbe et al., 2007). These problems are mainly from the development of *O. oeni* being inhibited by compounds present in the culture medium, such as ethanol and sulfur dioxide (SO_2_) (Britz and Tracey, 1990; Patynowski et al., 2002; Gockowiak and Henschke, 2003). Consequently, numerous selection studies have been focused on isolating *O. oeni* strains which are resistant to these inhibitors (Malacrinò et al., 2003; Izquierdo et al., 2004; US 8114449, Guzzo and Desroche, 2009; Solieri and Giudici, 2010; Marques et al., 2011). Among the main strategies, for a natural selection of a microorganism starter culture, are adaptive evolution (directed evolution), random mutagenesis (UV or Chemical induced), and phenotypic analysis of natural isolates (Akcil, 2004; Li et al., 2015). Some studies have generated an evolved *O. oeni* using: adaptive evolution (Betteridge et al., 2018; Jiang et al., 2018) and UV-induced random mutagenesis (Li et al., 2015). Chemical mutagenesis has not been used in *O. oeni* but it has been used in other lactic acid bacteria such as *Lactobacillus bulgaricus* and *Streptococcus thermophiles* (Ibrahim and O'Sullivan, 2000). However, these studies have not performed a comparative transcriptomic, metabolic, or genomic analysis between the improved strains and their parent strain. The comparison between individuals that widely share a genotype and those that differ in a certain phenotype generates a great opportunity to identify those changes responsible for that differentiation.

Our current research is performed on the context of continuous research on the topic. Our study group built the first genome-scale metabolic model of *O. oeni* (Mendoza et al., 2017). Subsequently, we carried out an analysis of the effects of different concentrations of ethanol on the distribution of metabolic fluxes of bacteria. This study provided a global vision of how the increase in ethanol content exerts a differentiated physiological response in *O. oeni* (Contreras et al., 2018). Likewise, new studies have emerged that analyze the transcriptomic and metabolic changes by an *O. oeni* strain cultured under acid stress conditions, characterizing its behavior (Onetto et al., 2021; Qi et al., 2021).

Even though sequencing of PSU-1 genome, as well as other strains of this species, has made it possible to identify genes involved in resistance to various types of stress (Mills et al., 2005; Borneman et al., 2012), the generation of a fitter strain is often a combination of multiple mutations in the genome. Thus, it is very challenging to predict changes that will results in an improved strain. In the present study, random chemical mutagenesis strategy allowed us to obtain a strain E1 that was resistant to ethanol stress, which was tested in synthetic and natural wines. By performing a transcriptomics analysis on both strains, we were able to identify changes in the transcription levels of genes related to stress resistance, and also predict how metabolic fluxes were redistributed using metabolic models. These results contribute to identify key genes related ethanol resistance to understand how these changes influence *O. oeni* metabolism.

## Materials and methods

### Strains and growth conditions

An *Oenococcus oeni* PSU-1 ATCC™ (Garvie, 1967) preculture was prepared from a frozen stock by inoculating 100-ml Erlenmeyer flasks containing an FT80 medium, at a pH of 4.8 (Guilloux-Benatier et al., 1995), and incubated at 28°C. In our previous studies, we observed that this pH allowed for the optimization of *O. oeni*’s growth under ethanol stress conditions. For this reason, we used this pH in the selection step (Contreras et al., 2018). FT80 was used because it imitates wine composition and allows us to evaluate the malolactic fermentation process. Growth was followed by measuring optical density at 600 nm, using a Spectronic 20™ spectrophotometer and an Infinite 200 PRO Microplate reader (Tecan, Switzerland). PSU-1 was called “parental strain” and the mutant strain obtained during this study was called “E1” and/or “mutant strain.”

### Evaluation of initial strain resistance to ethanol and potassium metabisulfite

*Oenococcus oeni* PSU-1 strain was grown in 10 mL of FT80 medium with a pH of 4.8, adding ethanol as a stressor. An ethanol concentration of 10, 15, or 20%v/v was used in the culture medium. Similarly, the strain was evaluated by adding potassium metabisulfite as a stressor at 50, 100, or 200 mg/L in the culture media, which was prepared in the moment. Every culture was inoculated with approximately 3.2 × 10^8^ UFC/mL cells to achieve an optical density of 0.2 in the flask. Cultures were sampled periodically, for 9 days. We considered growth when the cultures showed an optical density equal to or higher to 0.3.

### Ethyl methane sulfonate mutagenesis procedure

The PSU-1 strain was grown at 28°C in 70 mL of FT80 medium to obtain an optical density of 0.2 (3.2 × 10^8^ UFC/mL). The cultures were centrifuged at 3000 rpm for 5 min, and cells were washed and suspended in 10 mL of 50 mM H_2_HPO_4_/K_2_HPO_4_ buffer (pH 7.5). Suspended cells were mixed with ethyl methane sulfonate (EMS) and incubated at 30°C, with a gentle agitation for 30 min. The PSU-1 cells were treated individually using 5% v/v of EMS, this addition corresponded to a 99.5% of lethality. At the end of the incubation process, the cell was treated using buffer sodium thiosulfate 10% w/v for 5 min. Later, they were centrifuged at 3,000 rpm for 3 min, the supernatant was eliminated, and cells were washed two times using buffer and distilled water. Finally, the cells were suspended in distilled water, and then 100 μL of suspension were plated on FT80 agar medium and incubated at 28°C for 24 h. Subsequently, around 10 colonies were taken per plate and were evaluated with a stressor using FT80.

#### Mutant selection

Colonies obtained in soft agar plates were grown individually in 10 mL of FT80 broth, and later were inoculated in 10 mL of FT80 with the concentration selected from the stressor. PSU-1 strain was evaluated using 15%v/v of ethanol and 100 mg/L of potassium metabisulfite. Every culture was incubated at 25°C, without stirring, and were sampled periodically for 10 days. We considered growth when the cultures showed an optical density equal or higher to 0.3 (Supplementary Table S1, Supplementary Figures S1, S2, Supplementary material). Finally, the obtained mutant strains were stored at −80°C as glycerol stocks, using glycerol at 50% v/v.

Subsequently, mutant cells were inoculated in 100 mL flasks containing 75 mL of FT80 at pH 4.8, in duplicate. The medium was inoculated at an optical density of 0.2 (at 600 nm), and the cultures were incubated at 25°C, without stirring. The growth was monitored periodically for 10 days (Supplementary Table S1, Supplementary Figures S1, S2, Supplementary material). At the end of this stage, only one strain was able to grow, in duplicate, and therefore it was selected and stored at −80°C as glycerol stock, using glycerol at 50% v/v. The mutant strain was initially called E1.

### Evaluation of the growth and malolactic activity of selected *Oenococcus oeni* strains using synthetic wine using different pH

The mutant strain selected (E1) was evaluated using synthetic wine called MaxOeno, with 15% v/v of ethanol, which was previously developed by our group (Contreras et al., 2018). MaxOeno is a fully defined culture medium, which enables the quantification of substrate consumption and metabolite production; pH was adjusted at 3.5 or 4.8 using KCl and HCl.

Mutant strain E1 was inoculated into 100 mL flasks containing 75 mL of MaxOeno at pH 3.5 or 4.8, in duplicate. The medium was inoculated at an optical density of 0.2 (at 600 nm) and the cultures were incubated at 25 ° C, without shaking. Samples were taken periodically for 10 days, determining growth (by optical density), malate consumption, and lactate production (by HPLC).

### Evaluation of the growth and malolactic activity of selected *Oenococcus oeni* strain in natural wine (*Cabernet Sauvignon and Chardonnay*)

The red and white grape musts used were provided by the Cono Sur™ vineyard and obtained from the city of Chimbarongo, VI Region of Chile. Both were characterized in terms of pH, assimilable nitrogen, glucose, fructose, total SO_2_, and free SO_2_ obtained for each variety. The composition of the Chardonnay must was: glucose 100 g L^−1^, fructose 100 g L^−1^, pH 3.2; assimilable nitrogen 415 mg N L^−1^. The composition of the Cabernet Sauvignon must was: glucose 100 g L^−1^, fructose 100 g L^−1^, pH 3.5, assimilable nitrogen 300 mg N L^−1^.

Finally, the red and white grape musts showed 32 and 28 mg L^−1^ of free SO_2_, and also, 88 and 90 mg L^−1^ of total SO₂, respectively. The total acidity was determined by alkalinity with a bromothymol blue indicator, obtaining 1.617 and 3.185 g L^−1^ of total acidity (considering sulfuric acid) for red and white must, respectively. In addition, we determined in those musts a total acidity of 2.475 and 4.875 g L^−1^ (considered as tartaric acid), respectively. The total acidity was determined by both methods, as described in the technical instructions for grape musts analysis (Resolución N° 8.542, 2013).

The wines were produced using EC1118 ™ (Lallemand) yeast, which was inoculated at a concentration of 1×10^6^ cells/mL in 700 mL of grape must, using 1-liter reactors.

The Chardonnay wine composition was glucose 2.3 g L^−1^; fructose 2.3 g L^−1^; pH 3.2; assimilable nitrogen 200 mg N L^−1^, and 14% v/v of ethanol. The Cabernet Sauvignon wine composition was glucose 1.9 g L^−1^, fructose 7.2 g L^−1^, pH 3.5; assimilable nitrogen 150 mg N L^−1^, and ethanol 15.5% v/v. In both cases, the alcoholic fermentation was concluded when less than 10 g L^−1^ of residual sugar was detected.

Subsequently, malolactic fermentation was carried out, inoculating the E1 mutant strain or the PSU-1 strain in each wine produced. The parental strain was subjected to adaptation to ethanol and pH because it was not able to grow without this adaptation. For this, they were cultivated in MaxOeno defined synthetic wine in which the pH varied from 4.8 to 3.5, and the ethanol from 0 to 12%. The mutant strain E1 was inoculated directly. Both strains were inoculated at a 0.2 optic density (3.2×10^8^ cells/ml), in duplicate.

Samples were taken periodically to monitor their growth; the supernatants were frozen to determine the consumption and production of compounds.

### Characterization of grape musts and wine

Free and total SO₂ were determined by the Ripper’s method, as described by Schwarze and Edmundo (2000). Moreover, total acidity was obtained by titration, and 10 mL of grape must was placed in a 100 mL beaker, 3 drops of bromothymol blue indicator were added. Titration began with 0.1 N NaOH with constant stirring until the green indicator turned to a blue-green color.

On the other hand, pH was determined using a pH meter HI2221™ (Hanna instruments, United States). The presence of reducing sugars in the grape must was determined through a refractometer and a high-performance liquid chromatography (HPLC) with the LaChrom L-7000 HPLC system (Hitachi, Japan). The presence of reducing sugars in the wine was determined using only HPLC.

Finally, nitrogen concentration was determined by UHPLC–MS, using the Ultimate 3,000 system (ThermoScientific, United States). The compounds were separated through the RP-18 ion exchange column (LiChrospher®, Germany) as described by Contreras et al., 2018.

### Chromatographic analyses

Samples obtained from each culture were centrifuged and the supernatant was collected, and an aliquot was injected in a Lachrom L-700 HPLC system (Hitachi, Japan) equipped with a Diode Array and a Refractive Index detector (Merck Hitachi, Japan). Organic acids, alcohols and sugars were separated using an Aminex HPX-87H ion exchange carbohydrate-organic acid column (Bio-Rad, United States), and quantified as described previously (Varela et al., 2003).

### Transcriptomic analysis using Illumina hi-seq2500

The gene expression profiles of the mutant strain and its parent were obtained using RNAseq. Massive transcriptome sequencing was performed using the HiSeq 2,500® technique, where 10 million reads per gene were considered for mapping. The transcriptome sequencing with ribosomal depletion, and the data analysis services were hired at the Molecular Research DNA LAB (Texas, United States).

Bacterial RNA was extracted using kit E.Z.N.A™ (Omega Biotek, United States) and treated with DNAsa I (Omega Biotek, United States), following the manufacturer’s instructions. All the samples were suspended on DEPC water and dried using RNAstable® tubes (Biomatrica, United States).

The concentration of total RNA was determined using the Qubit® RNA Assay Kit (Life Technologies); it was around 200 ng/μL of RNA in each case. RNA integrity value (RIN) was determined by using the Agilent RNA 6000 Nano Reagents and the RNA Nano Chips in Agilent 2,100 Bioanalyzer (Agilent Technologies), obtaining a RIN value of about 2. To remove DNA contamination 0.5–1.5 ug of total RNA was cleaned using Baseline-ZERO™ DNase (Epicentre) following the manufacturer’s instructions, followed by purification using the RNA Clean & Concentrator-5 columns (Zymo Research). DNA free of RNA samples were used for rRNA removal by using Ribo-Zero™ Magnetic Gold Kit (Epidemiology; Illumina). Final purification was performed using the RNA Clean & Concentrator-5 columns (Zymo Research). rRNA depleted samples were used for library preparation using the TruSeq™ RNA LT Sample Preparation Kit (Illumina) according to the manufacturer’s instructions. Following the library preparation, the final concentration of all the libraries were measured by using the Qubit® dsDNA HS Assay Kit (Life Technologies), and the average library size was determined using the Agilent 2,100 Bioanalyzer (Agilent Technologies), which was approximately 33 ng/μL. The libraries were then pooled in equimolar ratios of 2 nM, and 8pM of the library pool was clustered using the cBot (Illumina), and paired-end sequenced for 300 cycles using the HiSeq 2,500 system (Illumina).

Raw reads were normalized through RPKM (reads per kilo base per million reads) method using the Qseq program (Conesa et al., 2016). Publicly available transcriptome data sets were downloaded from the NCBI’s database and they were mapped using the QSeq program of DNASTAR. Fold change for each gene was calculated as:

(S1) $$\mathrm{Fold}\;\mathrm{Change}=\log_{2}\;\frac{\mathrm{RPKM}\;\left(E1\right)}{\mathrm{RPKM}\left(PSU1\right)}$$

All the information is in the NCBI database, GEO accession GSE217343 and token mberokakzfirnyl.^1^

### Gene expression validation using QPCR

For cDNA preparation, 5 μg of RNA was incubated with 1 unit of DNase I at 37°C for 30 min. Afterwards, the instructions of the manufacturer for M-MLV were followed. The cDNA obtained was used as template in the real time PCR reaction (QPCR). The QPCR reaction was carried out in a final volume of 10 μL. The reaction mixture contained 5 μL of Brilliant II SYBR Green QPCR Master mix (Stratagene, United States), 0.2 μM of each primer (Supplementary Table S2; Supplemental material), and 10 ng/μL of cDNA. The QPCR reaction was carried out in an AriaMx Real-Time PCR equipment (Agilent Technologies, United States) under the following conditions: 50°C for 2 min, 95°C for 1 min, 45 cycles of 95°C for 3 s, 60°C for 10s, and 72°C for 20s, a melting analysis at 95°C for 30s, at 60°C for 30 s, and at 95°C for 30s. Quantification of relative gene expression was done by using the mathematic method (Livak and Schmittgen, 2001) and normalized with *OEOE_005* gene. This gene codes for a dehydrogenase-like protein, and it was selected as a housekeeping gene because each time it was evaluated it showed no changes in its expression between the strains.

### Statistical analysis

Differences between measurements were determined using the Mood test (Gibbons and Chakraborti, 2011) with the Statgraphics Centurion XIX statistical software. We considered differences significant when *p*-values were less than 0.05.

### Data integration using the genomic scale metabolic iSM454 model

#### Flux balance analysis

Flux balance analysis was carried out through the iSM454 model, developed by Mendoza et al. (2017), to analyze the highest growth phase of the PSU-1 and E1 strain in the different culture media used. In order to do so, the following fluxes (mmol gDCW^−1^ h^−1^) were set with experimental values: the substrates’ glucose, fructose, citrate, malate, and the mannitol, erythritol, L-lactate, and acetate products. In addition, experimental biomass and NGAM estimated in this work were fixed. For the visualization of metabolic pathways, the ESCHER® web platform was used.

All the information is in the Git-Hub platform.^2^ Token https://github.com/Maucicio/Strain-analysis-main-Public-.

#### Prediction of non-growth associated

Non-growth associated maintenance (NGAM) was estimated by setting the specific production and consumption rates of the experimentally measured compounds, as described above for FBA. Thereby, flux through the NGAM reaction was progressively increased from 0 to 10 mmol gDCW^−1^ h ^−1^. For each cycle, biomass production rate was maximized, and the prediction error was assessed comparing biomass prediction *in silico* to experimental biomass. The NGAM flux that allowed the lowest biomass prediction error was selected.

## Results

In this study, an *Oenococcus oeni* ethanol-resistant strain was obtained by random mutagenesis. This strain and its parent strain were compared at the transcriptomic (using a synthetic wine) and metabolic levels. The metabolism was studied using synthetic wine (MaxOeno), Cabernet Sauvignon, and Chardonnay (Figure 1).

**Figure 1:**
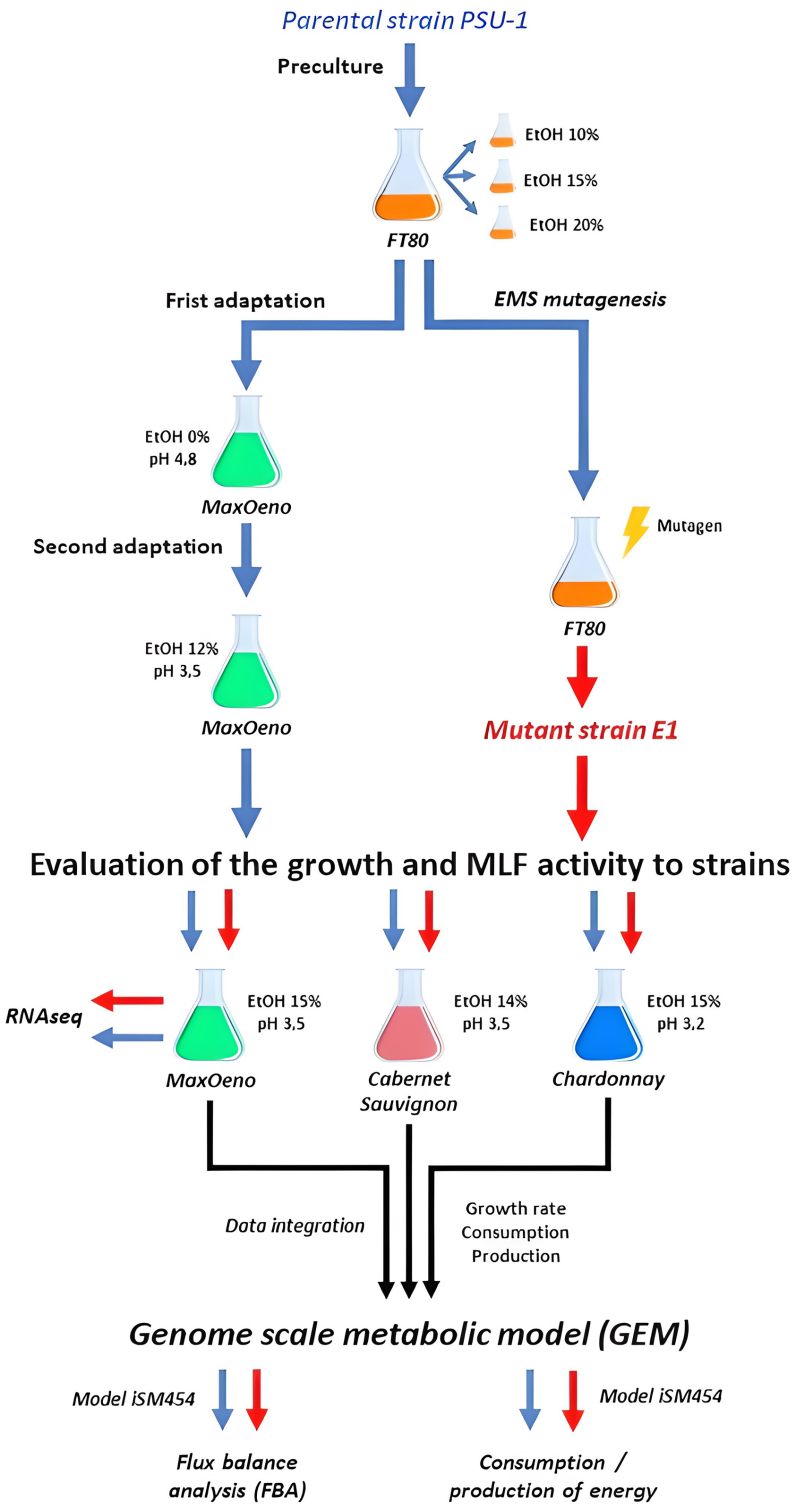
Full experimental process scheme.

### Evaluation of the mutant strain E1 and its parental strain PSU-1, using MaxOeno (defined synthetic wine) at pH 4.8, as the last selection step

The mutant strain E1 was able to grow in 15% ethanol and a high malic acid concentration, as stress factors, showing a higher biomass formation compared to the PSU-1 strain, under the same culture conditions (Supplementary Figure S3A, Supplementary material). Furthermore, E1 had a higher consumption of malate and, therefore, a higher production of lactate (Supplementary Figures S3B,C, Supplementary material). Besides, E1 showed a higher consumption of glucose and fructose (Supplementary Figures S3D,E, Supplementary material).

### Effect of wine type on the growth of *Oenococcus oeni* PSU-1 and E1 strain

We evaluated the growth of the PSU-1 and E1 strains on three wine types (Figure 2). When comparing the growth capacity of the strains, we observed that the E1 strain is better adapted to the stress conditions of each wine and grows more than the PSU-1 strain. The E1 strain was able to complete the exponential phase earlier in synthetic wine (22 h) than in natural white and red wine (80 h). However, the highest concentration of biomass produced was observed in both natural wines at the 80 h mark. It was observed that E1 had a higher biomass production in Cabernet Sauvignon (48% more) and Chardonnay (46% more) compared to biomass production in MaxOeno (Table 1). Likewise, the PSU-1 strain showed higher biomass production in Cabernet Sauvignon (44% more) than in MaxOeno, however, it produced lower biomass in Chardonnay (62% less). Among the evaluated wines, white wine (Chardonnay) had a higher impact on the growth of the PSU-1 strain. In general, it was observed that E1 had a higher biomass production, in Cabernet Sauvignon (67% more), MaxOeno (61% more) and Chardonnay (18% more), compared to PSU-1 (Table 1).

**Figure 2:**
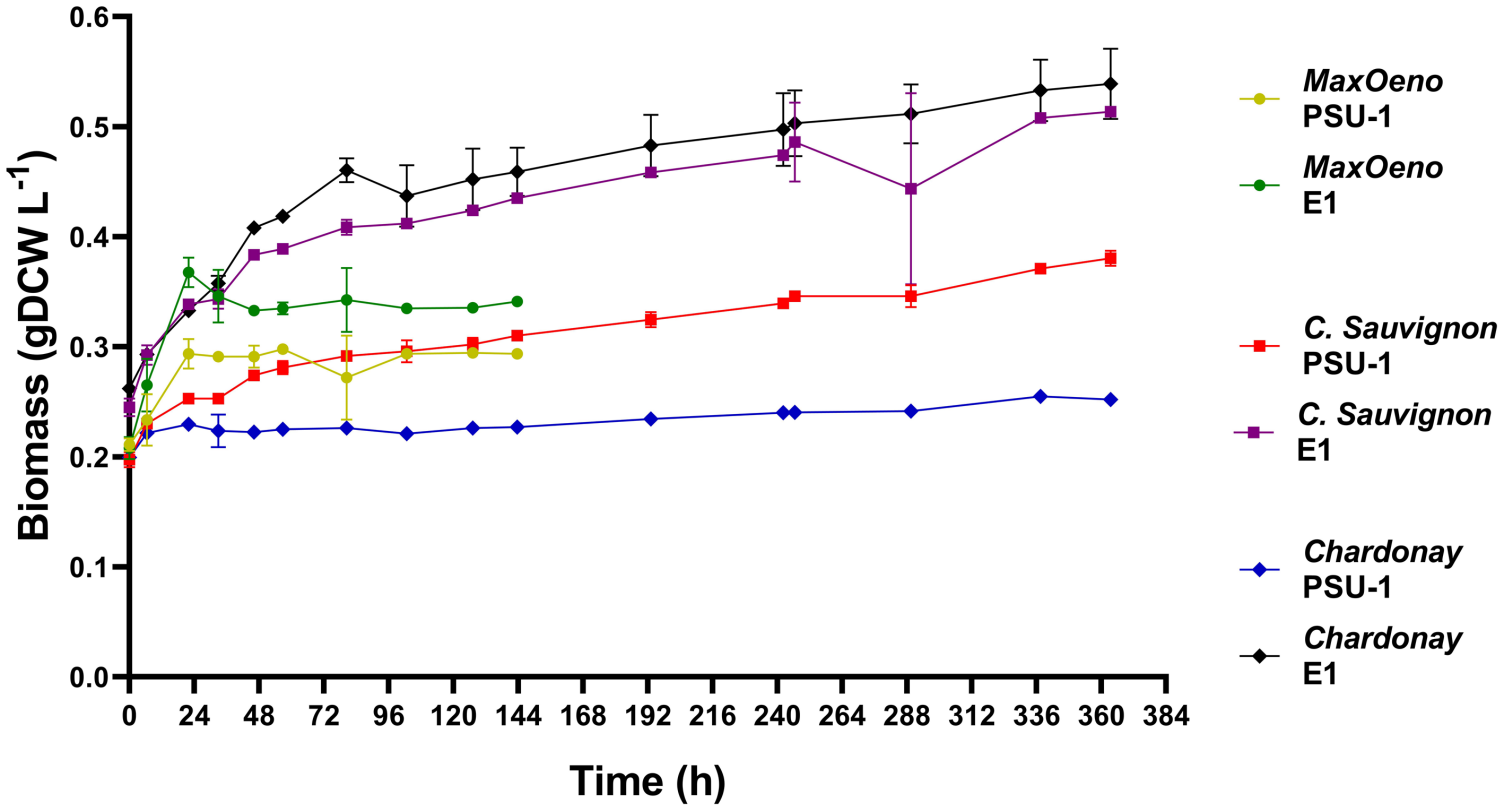
Evaluation of the growth of the PSU-1 and the E1 strains in different types of wine.

**Table 1:** Total consumption and production of compounds of strains PSU1 and E1 cultivated in different wines (*) (φ).

Wine	Biomass production (gDCW L^−1^)		Glucose consumption (g L^−1^)		Fructose consumption (g L^−1^)		Mannitol production (g L^−1^)		Erythritol production (g L^−1^)	
	PSU-1	E1	PSU-1	E1	PSU-1	E1	PSU-1	E1	PSU-1	E1
MaxOeno pH 3.5	0.08^Aa^ ± 0.00	0.13^Ab^ ± 0.01	3.05^Aa^ ± 0.33	3.05^Aa^ ± 0.05	1.25^Aa^ ± 0.86	2.16^Ab^ ± 0.11	0.33^Aa^ ± 0.02	0.33^Aa^ ± 0.09	0.23^Aa^ ± 0.02	0.38^Ab^ ± 0.00
Cabernet Sauvignon	0.18^Ba^ ± 0.00	0.27^Bb^ ± 0.01	0.81^Ba^ ± 0.29	0.83^Ba^ ± 0.38	1.88^Ba^ ± 0.23	3.82^Bb^ ± 0.23	ND	0.26^Ab^ ± 0.01	0.32^Ba^ ± 0.05	0.19^Ab^ ± 0.00
Chardonay	0.05^Ca^ ± 0.00	0.28^Ab^ ± 0.03	0.94^Ba^ ± 0.01	1.03^Bb^ ± 0.64	0.51^Ca^ ± 0.11	0.71^Cb^ ± 0.11	ND	ND	0.25^Ca^ ± 0.00	0.25^Ba^ ± 0.04
Wine	Growth rate (¥) (h^−1^)		Malate consumption (g L^−1^)		Lactate production (g L^−1^)		Citrate consumption (g L^−1^)		Acetate production (g L^−1^)	
	PSU-1	E1	PSU-1	E1	PSU-1	E1	PSU-1	E1	PSU-1	E1
MaxOeno pH 3.5	0.01^Aa^ ± 0.0	0.02^Ab^ ± 0.00	0.93^Aa^ ± 0.28	1.37^Ab^ ± 0.30	0.14^Aa^ ± 0.01	0.49^Ab^ ± 0.05	0.07^Aa^ ± 0.01	0.13^Ab^ ± 0.00	4.19^Aa^ ± 0.40	3.45^Ab^ ± 0.00
Cabernet Sauvignon	0.004^Ba^ ± 0.0	0.01^Bb^ ± 0.00	1.42^Ba^ ± 0.24	2.14^Bb^ ± 0.22	0.67^Ba^ ± 0.01	1.90^Bb^ ± 0.03	0.37^Ba^ ± 0.02	1.01^Bb^ ± 0.12	0.13^Ba^ ± 0.06	0.10^Ba^ ± 0.01
Chardonay	0.001^Ba^ ± 0.0	0.01^Bb^ ± 0.00	0.85^Aa^ ± 0.30	1.27^Ab^ ± 0.07	0.91^Ca^ ± 0.16	1.97^Bb^ ± 0.11	0.34^Ba^ ± 0.05	0.35^Ba^ ± 0.03	0.18^Ba^ ± 0.05	0.05^Cb^ ± 0.02

(*) Same letters in the same row or column indicate that there are no statistically significant differences (*p* < 0.05, Mood test) between the reported values. Likewise, capital letters indicate differences or similarities between treatments and lower cases indicate differences or similarities between strains.

¥ The calculations were made considering only the growth phase of the strains in the culture.

(φ) The calculation was made considering total consumption and total production of compound.

The E1 and PSU-1 strain were cultured using MaxOeno 15% v/v of ethanol at pH 3.5 (Supplementary Figures S4, S5, Supplementary material). For this, an adaptation to pH was carried out in PSU-1, as was mentioned above. The cultivated E1 strain showed a higher biomass formation and specific growth rate, compared to the PSU-1 strain (Table 1).

The PSU-1 strain was able to grow and perform MLF in red wine. Moreover, the PSU-1 strain produced a higher biomass in red wine, even more than in synthetic wine (44% more), although with a slower rate of growth (Table 1). Likewise, the E1 strain produced a higher biomass than PSU-1 in red wine (67% more) (Table 1).

### Effect of wine type on metabolites production and substrate consumption of *Oenococcus oeni* PSU-1 and E1 strain

#### MaxOeno (synthetic wine) at pH 3.5

In addition, when we considered the production of metabolites and consumption of nutrients, it was observed that E1 had a higher consumption of L-malate (68% more) and, therefore, a higher production of (D + L)-lactate (29% more) (Table 1). Interestingly, E1 showed a higher total of citrate and fructose consumption than PSU-1 (Table 1), however, total glucose consumption did not show statistically significant differences between the cultures of either strain (Table 1). The higher fructose consumption of E1 was not directly related to mannitol production, and we observed that both strains produced the same concentration for total mannitol. Furthermore, glucose consumption in MaxOeno was higher than fructose consumption, specifically 41 and 71% higher in PSU-1 and in E1, respectively. However, the E1 strain produces more erythritol (60% more) from glucose than PSU-1 (Table 1).

In relation to the total acetate produced, the PSU-1 strain showed a higher production of this metabolite (82% more); compared to E1 (Table 1).

#### Red wine variety Cabernet Sauvignon (pH 3.5)

It was observed that in red wine E1 had a higher consumption of L-malate and, therefore, a higher production of (D + L)-lactate (Table 1). Interestingly, E1 showed a higher total citrate and fructose consumption than PSU-1 (Table 1). However, total glucose consumption did not show statistically significant differences between the cultures of either strain (Table 1). The higher fructose consumption of E1 was not directly related to mannitol production, and only E1 strains produced mannitol, however, both strains produced erythritol, and E1 produced the highest concentration of this metabolite when compared to PSU-1 (Table 1).

#### White wine variety Chardonnay (pH 3.2)

Similarly, E1 in white wine consumed a higher total of fructose, citrate, and L-malate, when compared to PSU-1; and it produced higher (D + L) lactate concentration (Table 1). However, both strains produced a similar total erythritol concentration, and neither strain showed mannitol production.

In relation to the total acetate produced, E1 strain produced a higher concentration than the PSU-1 strain in both wines. In Chardonnay, both strains produced much lower acetate concentration than in MaxOeno (28 times less in PSU-1 and at least 23 time less in E1) (Table 1). However, it is important to highlight that PSU-1 produced less biomass (62% less) and E1 produces more biomass in Chardonnay (46% more) compared to its production in MaxOeno (Table 1).

#### Effect of wine type on the percentages of conversion of malate of *Oenococcus oeni* PSU-1 and E1 strain

Regarding the percentages of conversion of malate, they were calculated in the different culture conditions for both strains. In all cases, it was observed that the E1 mutant strain was able to convert a higher L-malate percentage in comparison to PSU-1, showing significant statistical differences (Table 2). Thereby, the E1 strain was able to convert an average of 64% more of L-malate in comparison to PSU-1, regardless of the wine being used.

**Table 2:** Malate conversion generated by PSU-1 and E1 strains in different culture conditions (*).

Wine	Concentration of malate residual (£) (g L^−1^)		Malate conversion (%)	
	PSU-1	E1	PSU-1	E1
MaxOeno pH 3.5	5.98^Ba^ ± 0.23	5.60^Bb^ ± 0.03	13.51^Ba^	19.69^Bb^
Cabernet Sauvignon	0.77^Ca^ ± 0.01	0.01^Cb^ ± 0.01	64.82^Ca^	99.72^Ca^
Chardonnay	0.99^Ca^ ± 0.31	0.46^Db^ ± 0.07	46.16^Aa^	73.25^Db^

(*) Same letters in the same row or column indicate that there are no statistical significant differences (*p* < 0.05, Mood test) between the reported values. Likewise, capital letters indicate differences or similarities between treatments and lower cases indicate differences or similarities between strains. (£) The concentration of malate at the end of MLF. The initial malate concentration in MaxOeno pH 3.5, Cabernet Sauvignon and Chardonnay were 6.9 ± 0.2, 2.2 ± 0.2, 1.9 ± 0.1, respectively.

### Effect of the type of wine on the production of metabolites and consumption of substrate of *Oenococcus oeni* PSU-1 and strain E1

#### Non-growth associated maintenance

Flux balance analysis was carried out using the metabolic model iSM454, developed by Mendoza et al. (2017), to analyze the highest growth phase of the PSU-1 and the E1 strain in the different culture media used. Even though the PSU-1 strain cultivated in Chardonnay wine did not have considerable growth, the flux redistribution analysis was carried out to have an approximate vision of what happens with the metabolism of this strain. Prediction of Non-growth Associated to Maintenance (NGAM) was assessed for synthetic (MaxOeno), red (Cabernet Sauvignon), and white wine (Chardonnay). In synthetic wine, NGAM was 9.54 and 5.48 (mmol gDCW^−1^ h^−1^) for PSU-1 and E1, respectively. In red wine, NGAM was 0.30 and 0.64 (mmol gDCW^−1^ h^−1^) for PSU-1 and E1, respectively. Finally in white wine, it was 1.36 and 0.74 (mmol gDCW^−1^ h^−1^) for PSU-1 and E1, respectively. In general, it was observed that both strains had a NGAM higher in MaxOeno (average 90% more) compared to natural wines. The E1 strains showed lower NGAM in MaxOeno and Chardonnay (average 42% less) than PSU-1 strain; however, the E1 strain showed higher NGAM (50% more) in Cabernet Sauvignon compared to PSU-1 strain.

### Redistribution of metabolic fluxes

Redistribution of the metabolic flux of the strains *O. oeni* PSU1 (blue) and *O. oeni* E1 (red) was evaluated in three wine culture conditions (Figures 3–5). The metabolic pathways of carbon were studied using the iSM454 model and the pathway of phosphoketolase (heterolactic fermentation), reduction of fructose, and degradation of citrate, and malolactic fermentation showed differences between the strains evaluated (Figures 3–5).

**Figure 3:**
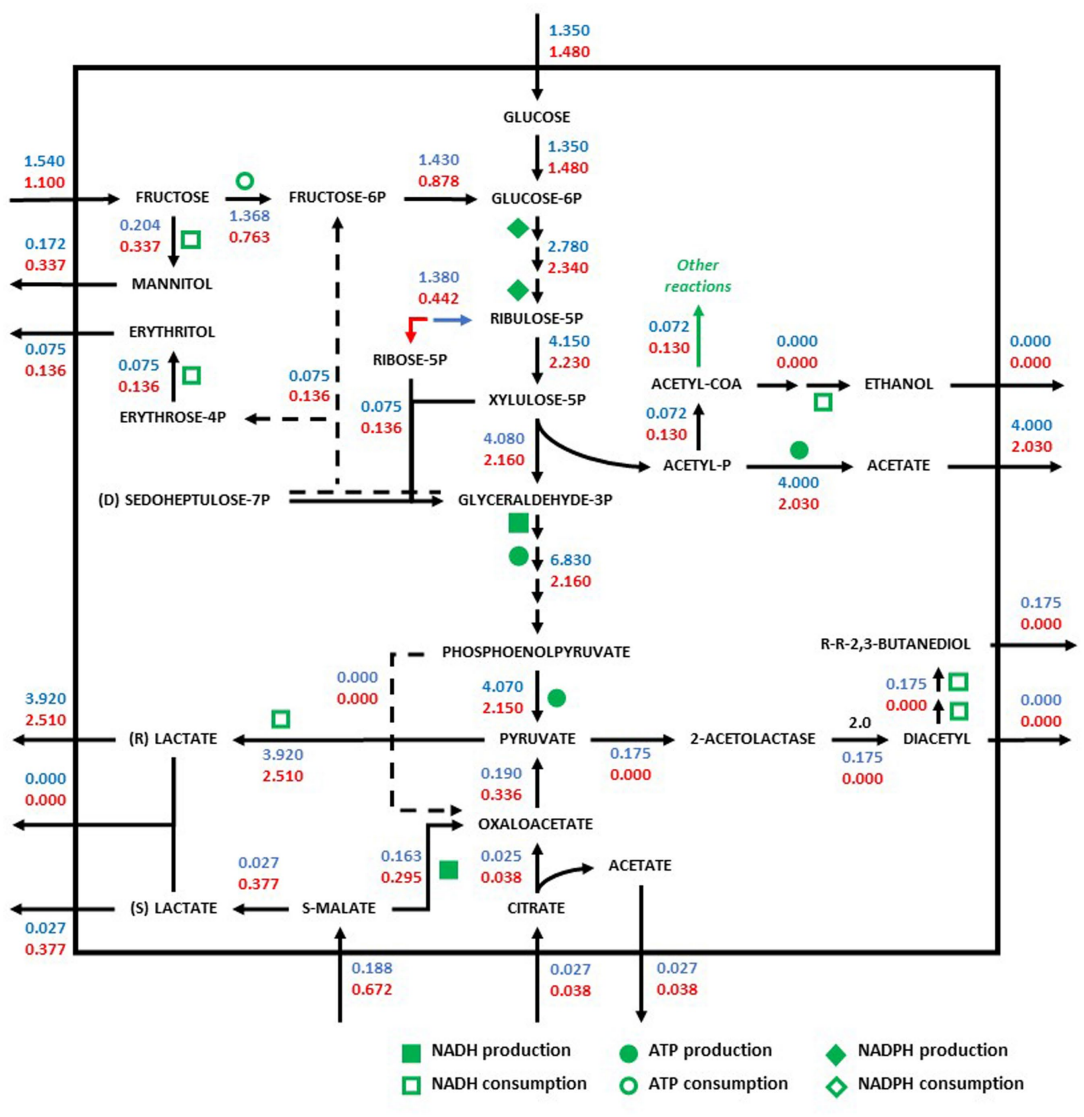
Redistribution of the metabolic flux of the strains *Oenococcus oeni* PSU-1 (blue) and *O. oeni* E1 (red) evaluated using MaxOeno. Square, circle, and diamond polygons indicate consumption (or production) of NADH, ATP, and NADPH, respectively. S-malate corresponds to L-malate. S-and R- lactate correspond to L-and D lactate, respectively.

**Figure 4:**
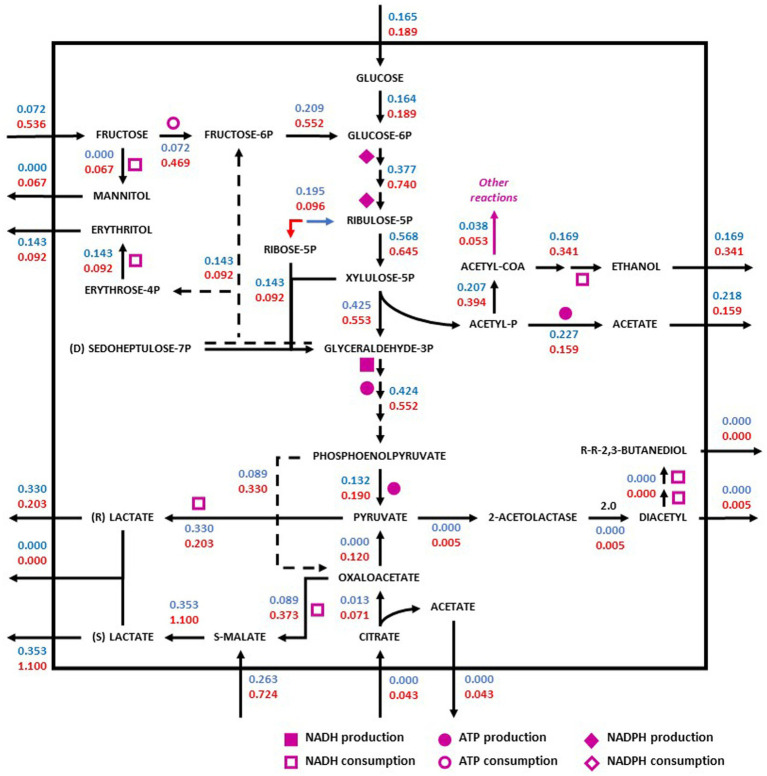
Redistribution of the metabolic flux of the strains *O. oeni* PSU-1 (blue) and *O. oeni* E1 (red) evaluated using Cabernet Sauvignon. Square, circle, and diamond polygons indicate consumption (or production) of NADH, ATP, and NADPH, respectively. S-malate corresponds to L-malate. S-and R- lactate correspond to L-and D lactate, respectively.

**Figure 5:**
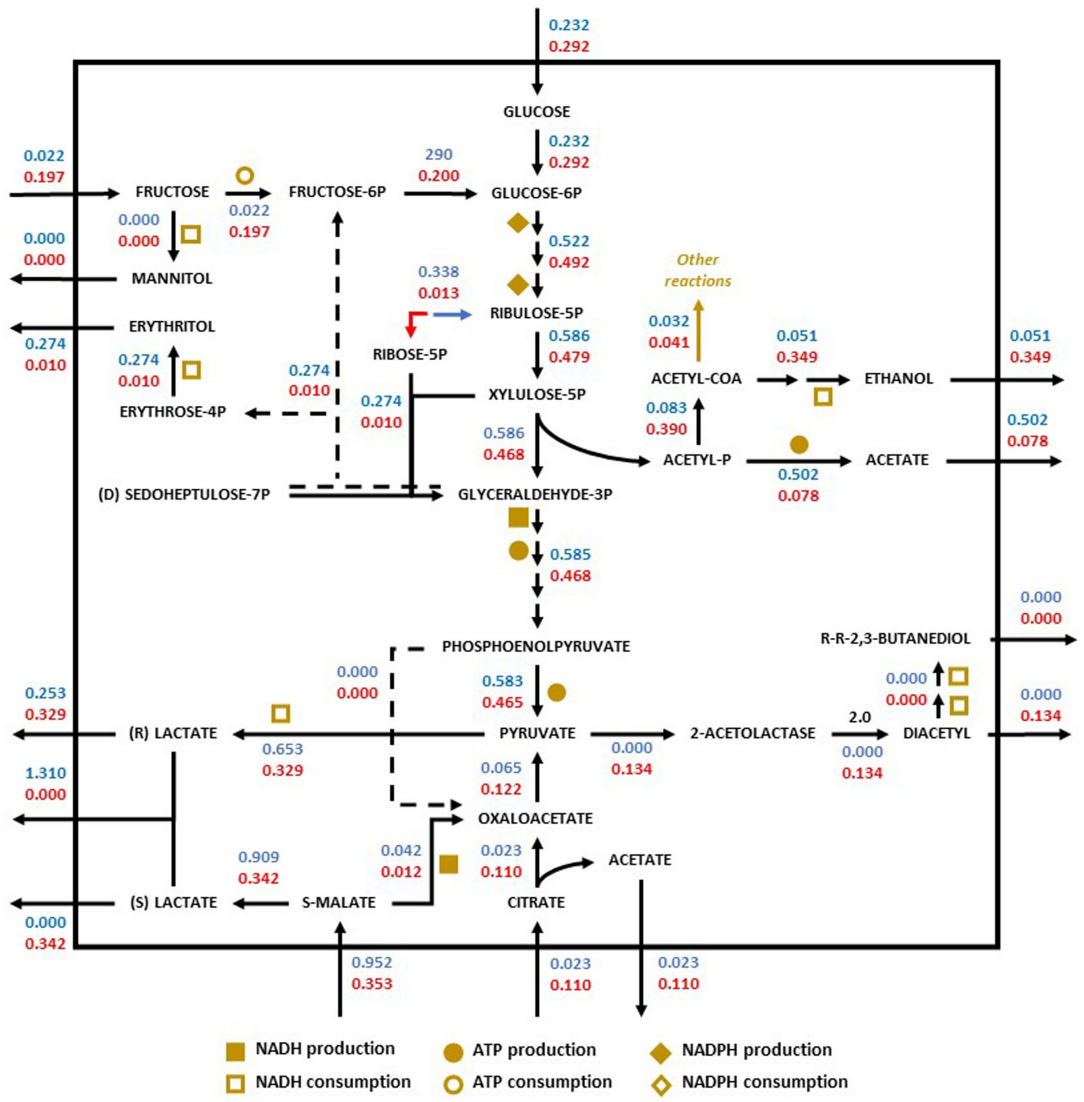
Redistribution of the metabolic flux of the strains *O. oeni* PSU-1 (blue) and *O. oeni* E1 (red) evaluated using Chardonnay. Square, circle, and diamond polygons indicate consumption (or production) of NADH, ATP, and NADPH, respectively. S-malate corresponds to L-malate. S-and R- lactate correspond to L-and D lactate, respectively.

In synthetic wine (MaxOeno), the PSU-1 strain showed a higher specific rate of fructose consumption (1.54 mmol gDCW^−1^ h^−1^) when compared to the E1 strain (1.10 mmol gDCW^−1^ h^−1^) (Figure 2). However, the E1 strain showed a higher specific rate of mannitol production (0.34 mmol gDCW^−1^ h^−1^) than PSU-1 (0.17 mmol gDCW^−1^ h^−1^). Both strains showed similar specific rates of glucose consumption. Finally, the E1 strain showed a higher consumption of L-malate (0.67 mmol gDCW^−1^ h^−1^), and a higher (D + L)-lactate production (0.38 mmol gDCW^−1^ h^−1^), comparted to PSU-1 (0.19 mmol gDCW^−1^ h^−1^ and 0.03 mmol gDCW^−1^ h^−1^, respectively) (Figure 3).

In red wine (Cabernet Sauvignon), on one hand, the E1 strain showed a higher specific rate of fructose consumption (0.54 mmol gDCW^−1^ h^−1^) compared to the PSU-1 strain (0.07 mmol gDCW^−1^ h^−1^) (Figure 4), showing a high specific rate of mannitol production (0.07 mmol gDCW^−1^ h^−1^) as well. Moreover, the E1 strain showed a higher consumption of L-malate (0.72 mmol gDCW^−1^ h^−1^), and a higher (D + L)-lactate production (1.10 mmol gDCW^−1^ h^−1^), comparted to PSU-1 (0.26 mmol gDCW^−1^ h^−1^ and 0.35 mmol gDCW^−1^ h^−1^, respectively) (Figure 4). On the other hand, the PSU-1 strain showed a higher specific rate of erythritol (0.14 mmol gDCW^−1^ h^−1^) and D + L-Lactate production (0.33 mmol gDCW^−1^ h^−1^) compared to the E1 strain (0.09 mmol gDCW^−1^ h^−1^ and 0.20 mmol gDCW^−1^ h^−1^, respectively) (Figure 4). Finally, E1 strains showed a low specific rate of the heterolactic pathway of acetate production (0.08 mmol gDCW^−1^ h^−1^), and a higher specific rate of ethanol production (0.34 mmol gDCW^−1^ h^−1^), compared to PSU-1 strain (0.22 mmol gDCW^−1^ h^−1^ and 0.17 mmol gDCW^−1^ h^−1^, respectively).

In white wine (Chardonnay), the E1 strain preferentially consumed L-malate (0.35 mmol gDCW^−1^ h^−1^) and L-citrate (0.11 mmol gDCW^−1^ h^−1^), producing oxaloacetate and then pyruvate (0.12 mmol gDCW^−1^ h^−1^). In contrast, PSU-1 consumed lower nutrient compared to E1 (Figure 5).

In general, it was observed that only E1 produces mannitol and diacetyl; PSU-1 does not produce them and only produces mannitol in red wine, and diacetyl only in white wine. We observed that the consumption of L-malate for the production of L-lactate was 82%, and the consumption of fructose and glucose to generate pyruvate and D-lactate, through its heterolactic route, was 18%.

### Identification of genes that showed differences between the mutant strain and the parental strain at the transcriptomic level using MaxOeno with a 15% v/v of ethanol at pH 3.5

We performed a massive transcriptome sequencing to identify changes produced by random mutagenesis. 

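RNA of the mutant E1, obtained with ethyl methanesulfonate, and of its parental strain PSU-1 was sequenced after growth in MaxOeno, a synthetic wine, with 15% v/v of ethanol at pH 3.5 and 25 °C. There was 1 library per strain, so no replicate shows how far a ratio would vary between cultures, and no test of the strains was run. The paper states that PSU-1 was adapted to pH for cultures in this medium, and to ethanol and pH for the wines, but does not say so of the RNA cultures; if it holds for them, strain and adaptation differ together between the libraries. Ribosomal RNA was depleted and the reads were mapped to the PSU-1 chromosome with QSeq of DNASTAR. The authors deposited RPKM, counts of reads that map to a single place, estimated counts that divide the reads of identical copies among them, and a ratio of PSU-1 over E1. The E1 library held 19209744 counted reads and the PSU-1 library 17077354. Both reads of a pair seem mostly to have been counted. Among features with reads but fewer than 20 single-place reads, 69.2% of the counts were even in E1 and 84.8% in PSU-1. Halving the counted reads gives 9604872 and 8538677 as an estimate of the pairs. The paper states 10000000 reads per gene, read here as the depth of a library. The values use the counted reads. Ribosomal RNA made up 26.8% of the reads of E1 and 23.0% of those of PSU-1. The ratio of E1 over PSU-1 and its log2 were computed from the deposited RPKM, without a pseudocount, for 1346 genes with reads in both libraries and values of their own. A further 376 loci had been merged with others by the authors; for these the values come from the authors' table of 489 features at least 2-fold apart, where listed. A 95% interval of a ratio is the exact binomial interval from the halved counts. It covers counting error only and compares libraries, not conditions.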

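Genes OEOE_1794, for a universal stress protein, and OEOE_1795, for a Mn2+ and Fe2+ transporter, had the highest ratios of E1 over PSU-1 among the genes of known function. Next came the neighbouring genes OEOE_0465 and OEOE_0466, for parts of a mannose-type phosphotransferase system, with ratios of 5.81 and 5.59. OEOE_0464 of the same system had a ratio of 4.68, and OEOE_0345, annotated as an acetyltransferase, 4.98. OEOE_1708 and OEOE_0522 complete the 8 highest genes of known function. Over all 1346 genes, 47 were at least 2-fold higher in the E1 library and 330 were at least 2-fold lower. Of the 47, 44 were of known function, meaning here only that the product name lacks words such as hypothetical or uncharacterized. At 4-fold the counts were 7 higher and 52 lower. The rankings given here also cover loci whose values stand only in the authors' table of features at least 2-fold apart. OEOE_0464, OEOE_0466, OEOE_0041 and OEOE_0097 are such loci, and the counts over 1346 genes leave them out. Among the 10 lowest ratios were those of OEOE_0041 and OEOE_0097, both permeases of the major facilitator superfamily, with log2 ratios of -4.51 and -3.37 (-3.01 and -2.46 with a pseudocount of 10 RPKM), and of OEOE_0719, a D-alanyl-D-alanine carboxypeptidase, with -3.60. Of 54 ribosomal protein genes, 1 was at least 2-fold higher and 7 were at least 2-fold lower, and of 21 aminoacyl-tRNA synthetase genes 0 and 1. The median log2 ratio of all genes was -0.47, and with that median set to 0 there were 116 genes higher and 144 lower, or 44.6% higher in place of 12.5%. Under that scaling 12 ribosomal protein genes were at least 2-fold higher and 3 lower, and 2 and 0 of the synthetase genes. In 1346 genes simulated at these depths with counting error alone, 99 of 100 genes set 4-fold higher were found at least 2-fold higher. The simulation holds no variation between cultures and no shift of the median, so it does not bear on these. From the descriptions of the 4 genes it selected for qPCR, the paper proposes a relation to growth and fructose consumption.

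**Figure D1:**
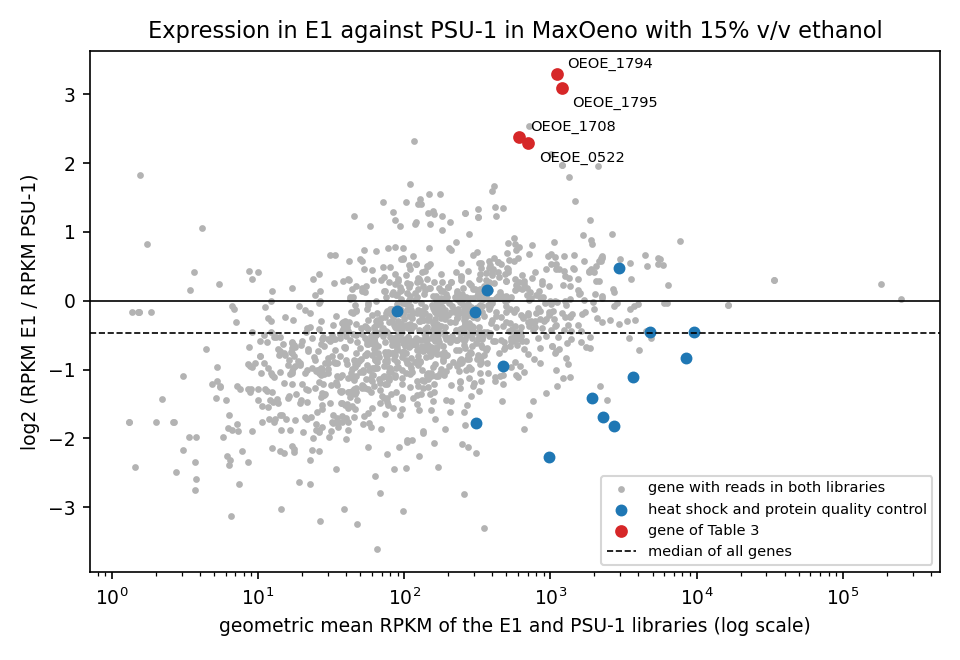
Log2 ratio of E1 over PSU-1 against the geometric mean RPKM of both libraries, on a log scale, with a point for each of the 1346 genes. The 4 genes of Table 3 are red, 14 genes of heat shock and protein quality control are blue, and the dashed line is the median of all genes at -0.47; genes of low expression lie mostly below 0.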

Then, eight genes of known function were observed that showed differences between the mutant strain and the parental strain, and from these genes, four were selected to be analyzed by qPCR. According to their description, these genes would be related to growth and fructose consumption, which were the highest differences observed between E1 and PSU-1 during the culture analyses presented above. The OEOE_1708 gene codes for a fructokinase enzyme (EC 2.7.1.4) involved in the transformation of fructose to fructose-6-phosphate. This overexpression was determined approximately at 16 h of culture and coincides with the greatest difference between the strains, considering the consumption of fructose and the production of acetate (Supplementary Figures S5B,D, Supplementary material). These results were validated using the quantitative chain reaction (qPCR) technique in order to confirm the highest expression observed (Table 3). 

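OEOE_1708 lies on the reverse strand of the PSU-1 chromosome from 1627067 to 1627942, and the paper describes it as a fructokinase. Its RPKM was 1396.8 in the E1 library and 269 in the PSU-1 library, a ratio of 5.18 (95% counting interval 4.94 to 5.44). In the deposited table the product at these coordinates is a branched chain aminotransferase, and no product in that table is named a fructokinase. Beside it, OEOE_1705, annotated as a methylmalonyl-CoA epimerase, and OEOE_1706, a predicted membrane protein, had ratios of 4.38 and 3.47. OEOE_1707, between these and OEOE_1708 and annotated as a threonine dehydrogenase-like enzyme, had a ratio of 1.49. On the other side, the lactate dehydrogenase gene OEOE_1709 was lower in the E1 library, with a log2 ratio of -1.36, and so was the TetR family regulator OEOE_1710 with -1.02, or -0.73 with a pseudocount of 10 RPKM. Words in the product names placed 43 genes in sugar catabolism by the heterolactic route. That pathway turns hexoses into lactate, carbon dioxide and ethanol or acetate. The words also bring in genes whose place in the pathway is not shown, such as the short-chain alcohol dehydrogenase gene OEOE_0242, which was lower. OEOE_1708 is not among the 43, since the words include fructokinase but the deposited name of OEOE_1708 is that of an aminotransferase. Of the 43 genes, 0 were at least 2-fold higher and 8 at least 2-fold lower, but 0 were lower with the median of all genes set to 0. Their median log2 ratio was -0.30, at percentile 64.2 of random lists of like expression, and 0.18 above the median of all genes. The genes for glucose-6-phosphate isomerase (OEOE_0636) and phosphoglycerate kinase (OEOE_0638) had log2 ratios of 0.32 and 0.31, and the 6-phosphogluconate dehydrogenase gene OEOE_1523 had -1.47. With the median of all genes set to 0, OEOE_1709, OEOE_1710 and OEOE_1523 stood at -0.88, -0.55 and -0.99, under 2-fold.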

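OEOE_1794 had 3461.4 RPKM in the E1 library and 354 in the PSU-1 library, a ratio of 9.76 (95% counting interval 9.23 to 10.3) and a log2 ratio of 3.29. OEOE_1795, next to it on the reverse strand, had 3495.7 and 409.6 RPKM, a ratio of 8.53 (interval 8.30 to 8.78) and a log2 ratio of 3.09. The pair spans 1712009 to 1714152 of the chromosome, and less than 1% of its reads in E1 map to several places. The genes on the far side of OEOE_1795 had ratios near 1, with 0.949 for OEOE_1796, a Co/Zn/Cd efflux component, 1.01 for OEOE_1797, a protein deacetylase, and 0.848 for OEOE_1798, phosphoenolpyruvate carboxylase. OEOE_1791, another universal stress protein gene on the other side, had a ratio of 1.00. The membrane protein genes OEOE_1792 and OEOE_1793, with log2 ratios of 0.53 and 1.28, share 100% and 89.8% of their E1 reads with other places, so that their own levels are uncertain. Over each scaling tried, OEOE_1794 and OEOE_1795 stayed at least 4-fold higher in the E1 library. This follows from their size, since a scaling adds the same amount to every log2 ratio and the lowest such amount was -0.62. By the qPCR of the paper, OEOE_1795 was under 4-fold higher, well below its sequencing ratio, while OEOE_1794 was above its own.

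**Figure D2:**
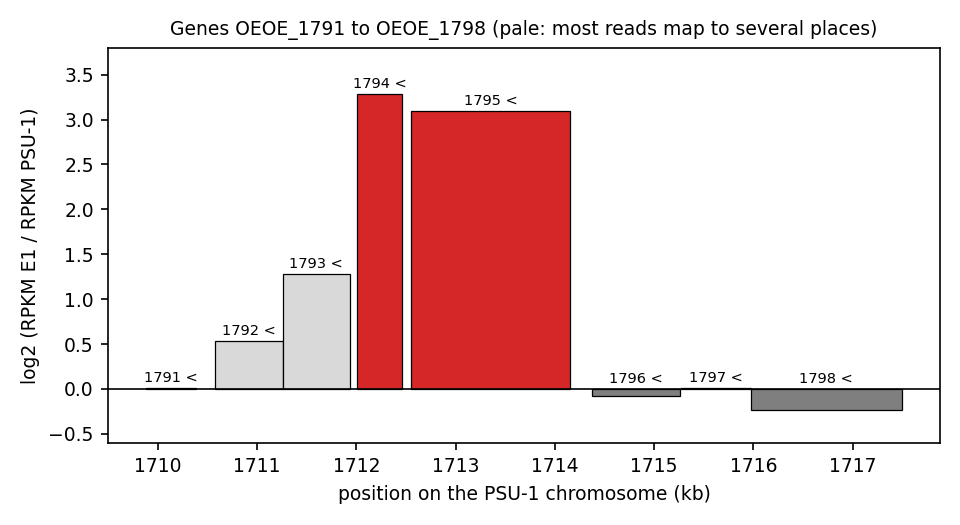
Log2 ratio of E1 over PSU-1 for the 8 genes OEOE_1791 to OEOE_1798, each bar as wide as its gene on the PSU-1 chromosome, in kb; all lie on the reverse strand (<). OEOE_1794 and OEOE_1795 stand at 3.29 and 3.09, and pale bars are genes with most reads shared between several places.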

The OEOE_1794 (codes a universal stress protein) and OEOE_1795 (codes a Mn^2+^ and Fe^2+^ transporter) genes showed a higher number of transcripts in E1 than in PSU-1 when both transcriptomic analysis techniques were used. However, the OEOE_0522 gene (codes a transcriptional regulator, PadR family) showed a higher number of transcripts in E1 than in PSU-1 when using the HiSeq sequencing technique but it was not satisfactorily amplified when qPCR was used.

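OEOE_0522, for a PadR family regulator, had 1561.3 RPKM in the E1 library and 319 in the PSU-1 library, a ratio of 4.89 (95% counting interval 4.50 to 5.30). It lies from 505199 to 505453 on the reverse strand. OEOE_0520, a hypothetical protein gene on the same strand, had a ratio of 4.03. The transposase gene OEOE_0523 beside it had a ratio of 3.93, but 100% of its reads also map to the second copy, OEOE_1334, so that the level of either copy is uncertain. On the forward strand the neighbours went both ways, with log2 ratios of -0.64 for OEOE_0519, a NUDIX hydrolase, 1.04 for OEOE_0524 and -1.78 for OEOE_0525, both hypothetical. Words in the product names placed 63 measured genes among the transcriptional regulators. Of these, OEOE_0522 alone was at least 2-fold higher in the E1 library. At least 2-fold lower were 30, or 14 with the median of all genes set to 0. A further 15 lower stand only in the authors' table of features at least 2-fold apart. The words leave out OEOE_0232, a BglG family antiterminator, which lies in a run of higher genes with log2 ratios from 1.12 to 1.34. The regulators' median log2 ratio was -0.91, at percentile 6.62 of random lists of like expression (2.92 with a pseudocount of 10 RPKM) and percentile 0 of lists not matched on expression. With the median of all genes set to 0 it was -0.43, the regulators OEOE_0412 and OEOE_1648 stood at -2.73 and -2.31, and the MarR family gene OEOE_1594 at 0.93. Without that scaling OEOE_0412 was at -3.20, or -2.27 with a pseudocount of 10 RPKM.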

**Table 3:** Gene expression rate of E1 compared to PSU-1 (*).

Open reading frame	Relative gene expression QPCR	Relative gene expression ratio (¥)	Gene expression fold change (¥)	Description (**)
OEOE_1794	14.4	9.8	3.3	Universal stress protein UspA-like
OEOE_1795	2.0	8.5	3.1	Mn^2+^ and Fe^2+^ transporter of the NRAMP family
OEOE_1708	6.9	5.2	2.4	Fructokinase
OEOE_0522	NA	4.9	2.3	Transcriptional regulator, PadR family

(*) transcripts observed in E1 compared to PSU1. (**) NCBI and KEGG database and bibliography were used to make the description of these genes. (¥) Massive sequencing. NA it not amplified.

## Discussion

### Evaluation of the mutant strain E1 and its parental strain PSU-1, using MaxOeno at pH 4.8, as the last selection step

This study analyzed the capacity of the random mutagenesis technique using EMS as a strategy for the genetic improvement of strains of the *Oenococcus oeni* species, which, to our knowledge, has not been applied to this species before. As the last selection step, the mutagenized strain E1 and the parental strain PSU-1 were cultivated in synthetic wine (MaxOeno) at pH 4.8, and then their metabolite consumption and production capacities were compared. Based on the results, this technique proved able to generate a new and improved strain in comparison to its parental PSU-1 strain, from which it descends. It is important to point out that the growth and metabolization traits of the malate from the E1 strain were maintained by the strain through every trial performed in this work, without modifying, its behavior which indicates that the stress and selection conditions to which the cell was subjected to generated persistent modifications that benefit its survival. Some authors who have used different techniques for natural genetic improvement (without using genetic engineering) have observed that applying stress and selection rounds are key processes for maintaining a phenotype (Akcil, 2004; Li et al., 2015; Betteridge et al., 2018; Jiang et al., 2018).

### Effect of wine type on the growth of *Oenococcus oeni* PSU-1 and E1 strain

To evaluate the oenological capacities of both strains, and identify their differences, we analyzed their metabolic behavior in three different wines, using the iSM456 metabolic model constructed for *O. oeni*. Even more, we identified genes that showed differences in expression when comparing both strains.

In our previous work, we observed that the specific growth rate linearly decreases when the ethanol content in the wine increases (Contreras et al., 2018). We observed similar trends in the present results with the PSU-1 strain cultivated in MaxOeno with 15% of ethanol (r2 = 0.96). Conversely, the mutant strain E1, in average, showed a specific growth rate that was 39% greater than PSU-1 in synthetic wine and red wine. In wine white, the PSU-1 strain showed little growth, hence, E1 strain showed a specific growth rate that was 86% greater than PSU-1. Moreover, the E1 strain was able to convert an average of 34% more of malate in comparison to PSU-1, regardless of the wine being used.

PSU-1 strain showed a greater production of total biomass in red wine (Cabernet Sauvignon), although it was less in comparison to the E1 strain, and a minimal production of biomass in white wine. It has been noted that strains that have evolved in a particular environment develop the ability to adapt and take advantage of nutritional and physical–chemical conditions (Campbell-Sills et al., 2015; Breniaux et al., 2018; Collombel et al., 2019). Although all wines contain phenolic compounds, red wines are the ones which have the highest concentration of it (Paixão et al., 2007). Among the red wines in Chile, the Cabernet Sauvignon variety has shown the highest concentration of phenolic compounds (Lutz et al., 2012). Likewise, it has been stated that phenolic compounds aid in the survival of microorganisms since they function as controlling agents of the redox potential (Rozès et al., 2003). The PSU-1 strain of *O. oeni* was isolated from red wine in Pennsylvania, in 1972, and one of its main advantages has been described as its capacity to induce MLF faster in red wines (Beelman et al., 1977). It is possible that the PSU-1 strain evolved in red wine grapes and that this is why phenolic compounds might help its metabolism and resistance to stress.

### Effect of wine type on metabolites production and substrate consumption of *Oenococcus oeni* PSU-1 and E1 strain

Other than cellular growth, among the main differences observed between E1 and PSU-1 was the differentiated intake of nutrients. Regardless of the type of wine being used, the mutant E1 strain showed a higher total consumption of fructose, malate, and citrate, which is also related to a high production of mannitol and lactate. Some authors state that the concentration of citrate and/or malte in the culture media could trigger a change in the preference of nutrient consumption (Ramos and Santos, 1996; Rozès et al., 2003). However, we observed that its consumption was mainly promoted by metabolic needs the bacteria generates to survive stress. This was observed in the results of consumption and production of compounds expressed in g/L, and, also, in the results of specific rates expressed in mmol gDCW^−1^ h^−1^.

### Data integration using the genomic scale metabolic iSM454 model

#### Non-growth associated maintenance

The energy needed by these organisms is composed by growth associated maintenance energy (GAM) and non-growth associated maintenance (NGAM) (Pirt, 1965; Neidhardt et al., 1992; Ulas et al., 2012; Hoehler and Jørgensen, 2013). The cost of GAM represents the necessary energy (ATP) for mechanisms like replication, transcription, and translation to produce biomass. NGAM represents the cell’s requirements to maintain biological functions that allow its survival such as its membrane potential, protein folding, or DNA repair (Ulas et al., 2012; Hoehler and Jørgensen, 2013).

In our previous work, the PSU-1 strain showed a 30-fold higher flux rate, in the reactions that produce maintenance energy (NGAM), when grown in MaxOeno with 12% ethanol as opposed to 0% ethanol (Mendoza et al., 2017). It is observed that as the ethanol concentration increased from 0 to 12%, the NGAM value increased, so we concluded that this increase was due to the stress generated by the presence of ethanol (Contreras et al., 2018). In the present work, both strains presented high values of NGAM because both strains were subjected to the same stress by ethanol and low pH. Noteworthy, it was observed that PSU-1 cultured in MaxOeno and Chardonnay showed an average of 42% more NGAM flow rate compared to E1. This suggests that E1 could be more resistant to the stress present in the wine.

Incidentally, it was also observed, in Cabernet Sauvignon red wine, that the specific fluxes in the reactions that produce maintenance energy (NGAM) was greater (50% more) in the E1 strain than in the PSU-1 strain. Moreover, in red wine both strains had lower flow rate in total NGAM in comparison to the other wines. The PSU-1 strains had a total NGAM of 0.3 mmol gDCW^−1^ h^−1^, similar to the values obtained under the stress of 3% (Contreras et al., 2018). In contrast, the E1 strain cultured in red wine showed a total NGAM value of 0.6 mmol gDCW^−1^ h^−1^, similar to the values obtained under the stress of 6% ethanol (Contreras et al., 2018).

### Redistribution of metabolic fluxes

We observed that the glucose consumed preferably follows the heterolactic route for the production of pyruvate. What is more, most of the consumed fructose by both strains goes into the production of pyruvate instead of mannitol. In our previous work, we observed that *O. oeni* generated NAD(P)^+^ cofactors through the production of mannitol and erythritol, contributing to the balance of internal pH through the production of diacetyl; results that were also observed by other authors (Saguir and De Manca Nadra, 1996; Versari et al., 1999).

Likewise, when analyzing the intracellular specific fluxes of E1, it was observed that the production of fructose-6-phosphate, which impacts the pyruvate production route, was 86% higher than the production rate of mannitol. In addition, in this strain, the consumption rate of malate is 26 and 74% higher than its consumption rate of fructose and glucose, respectively.

Mannitol production is limited and, thereby, NAD(P)^+^ production is as well. This might be due to the lack of manganese (Mn^2+^) in the cell; this element is key for malolactic enzyme activation (Acevedo et al., 2020) and for the function of numerous enzymes related to pyruvate production (Saha, 2006). Moreover, it has been observed that a low Mn^2+^ concentration inside the cell inhibits mannitol production, even when the mannitol dehydrogenase enzyme does not require cofactors to function (von Weymarn et al., 2002). Authors who have studied the proteome and the transcriptome of bacteria have observed the presence of Mn^2+^ and the response regulation to varied types of stressors, and even an impact on the physiology and metabolism of these microorganisms (Ogunniyi et al., 2010; Mbah and Isokpehi, 2013).

### Identification of genes that showed differences between the mutant strain and the parental strain

Interestingly, the E1 strain showed an overexpression of the OEOE_1794 gene, which codes an UspA-like protein which allows for cell survival and growth under stress conditions. 

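Of the 4 universal stress protein genes measured, OEOE_1794 alone was at least 2-fold higher in the E1 library. OEOE_1169 was lower, with 1410.6 RPKM in E1 and 3330.7 in PSU-1 and a log2 ratio of -1.24. OEOE_1646 had a log2 ratio of -0.64, and OEOE_1791, with 190.6 RPKM in E1 and 189.6 in PSU-1, had 0.01. With the median of all genes set to 0, OEOE_1169 stood at -0.77 and OEOE_1646 at -0.17, and OEOE_1791 at 0.48. In PSU-1 the most abundant of the 4 was OEOE_1169, and in E1 it was OEOE_1794. The median log2 ratio of the 4 genes was -0.32, at percentile 28.8 of random lists of like expression, and turned to 0.15 with the median of all genes set to 0. The gene for a cold shock DNA-binding protein, OEOE_1376, had 457.8 RPKM in E1 and 2182.7 in PSU-1, a log2 ratio of -2.25.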

The family of universal stress proteins (UspA-like) has been described as one of the main tools for allowing bacteria, archaea, fungi, and plants to be able to respond to unfavorable stress conditions so that they adapt, survive, and grow (Nachin et al., 2005; Isokpehi et al., 2011; Mbah and Isokpehi, 2013). The deletion of USP genes affect the growth of many bacteria such as *Escherichia coli*, *Mycobacterium tuberculosis*, *Salmonella typhimurium*, *Burkholderia pseudomallei,* and *Listeria monocytogenes* (Chatterjee et al., 2006; Liu et al., 2007; Hingley-Wilson et al., 2010; Al-Maleki et al., 2014).

This concurs with the higher number of transcripts from the OEOE_1708 gene observed in the E1 strain grown in MaxOeno. This gene codes for a fructokinase enzyme (EC 2.7.1.4) involved in the transformation of fructose into fructose-6-phosphate. This is consistent with findings described by other authors who have observed that pyruvate formation is the cell’s key strategy to maintain pH homeostasis in low pH conditions, meaning in acid stress (Fernandez et al., 2008; Zuljan et al., 2014; Qi et al., 2021). In our case, stress is increased by the presence of high concentrations of ethanol, which generates fluidization in the plasmatic membrane and the influx of ions (Da Silveira et al., 2002; Chu-Ky et al., 2005). The above would be explained because pyruvate is a key compound that binds the metabolism of carbon to other metabolic routes related to the production of amino acids and fatty acids, mainly (Liu et al., 2007; Maleki and Eiteman, 2017; Suo et al., 2021). This indicates that the cell could be activating this route to produce systems to repair the membrane like the production of fatty acids and ATP production. It has been observed that the [NAD(P)H/NAD(P)+] redox balance inside the cell has direct impact on the production rate of pyruvate. Some authors who have worked with *Escherichia coli* have observed that NAD(P) + increases glucose consumption and pyruvate production (Hansen and Henning, 1966; Akita et al., 2016).

We observed that a greater expression of the OEOE_1795 gene codes for a protein that transports Mn^2+^ and Fe^2+^ (Mn^2+^ and Fe^2+^ transporter of the NRAMP family). This would indicate that the E1 strain is resistant to low pH and high ethanol stresses when compared to the PSU-1 strain because it is more efficient in metabolizing malate, mannitol, and pyruvate as a result of its capacity to obtain Mn^2+^.

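Besides OEOE_1795, the products of OEOE_0246 and OEOE_0827 are also named Mn2+ and Fe2+ transporters of the NRAMP family, and their log2 ratios were -0.16 and -0.63. These genes had 40.9 and 21.5 RPKM in the E1 library, far below OEOE_1795. OEOE_1186, the permease of a Mn2+/Zn2+ ABC transporter, had a log2 ratio of -0.90, and OEOE_1189, a Fe2+/Zn2+ uptake regulator, -1.31. OEOE_1720 and OEOE_1721, the ATPase and permease of a metal ion ABC transporter, were higher in the E1 library with ratios of 2.66 and 2.70. Their product names give no metal, and they lie in a higher run with OEOE_1718, named methionine synthase II. Of the 41 measured genes of the metal transport list, OEOE_1720, OEOE_1721 and OEOE_1795 were the 3 at least 2-fold higher, and 4 were at least 2-fold lower. The list was set by words in the product names and leaves out some products that name a metal, such as OEOE_1796. The 4 were OEOE_1189, OEOE_1056 of a metal ion ABC transporter at -1.32, OEOE_0828 of a cobalt ABC transporter at -1.28, and OEOE_1168, an amino acid transporter that the word organocation brings into the list, at -1.44. With a pseudocount of 10 RPKM, OEOE_1056 and OEOE_0828 came to -0.62 and -0.68. OEOE_1086, a cobalt ABC transporter ATPase whose value stands only in the authors' table of features at least 2-fold apart, was also lower, at -1.19 (-0.85 with that pseudocount). The list's median log2 ratio was -0.54, at percentile 53.1 of random lists of like expression. With the median of all genes set to 0, 5 genes of the list were at least 2-fold higher, OEOE_1717 and OEOE_0009 besides the 3, and 0 lower, and OEOE_0246 turned to 0.32. OEOE_0009 is named a putative multicopper oxidase, not a transporter, and the word copper brings it into the list.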

## Conclusion

In this study, we observed that it is possible to use random chemical mutagenesis on *O. oeni* to obtain improved strains there are able to withstand stressful environments like a high ethanol concentration in wine. We discovered that under the stress conditions of different wines the mutant strain E1 was able to grow and perform MLF more efficiently than its parental strain. Among the main strategies used by E1 used are a higher fructose and glucose consumption, and L-malate consumption for the production of L-lactate. We also observed that the consumption of fructose and glucose was related to a higher production of pyruvate, which can be used in several metabolic pathways, including fatty acid synthesis pathways. Moreover, the consumption of L-malate for the production of L-lactate is related to the redox balance of the cell, and we observed that genes related to the consumption of manganese in E1 favor this process. Finally, we observed a relation between higher growth showed by the E1 strain, in all of the wines evaluated, and the high relative expression of a gene related to UspA-like proteins synthesis, which allows survival and cellular growth.

It is necessary to carry on studying these genes, and the routes that metabolize the related compounds, so that their biological function in *O. oeni* and its impact in MLF can be verified.

## Data availability statement

The datasets presented in this study can be found in online repositories. The names of the repository/repositories and accession number(s) can be found at: https://www.ncbi.nlm.nih.gov/, GSE217343 (token mberokakzfirnyl) and https://github.com/Maucicio/Strain-analysis-main-Public-.

## Author contributions

EA designed the research and provided guidance throughout the investigation. ÁC wrote the paper, designed, performed, and coordinated the batch experiments; transcriptomic analysis and mutagenesis process, as well as processed the HPLC data. GD contributed to the evaluation of the strains obtained in the different types of. MC executed the modeling simulations and analyses. SM supervised these analyses. All the authors read, corrected, and approved the final manuscript.

## Funding

The work was supported by the FONDECYT Postdoctoral Research Fellowship N°3150151 supported ÁC.

## Conflict of interest

The authors declare that the research was conducted in the absence of any commercial or financial relationships that could be construed as a potential conflict of interest.

## Publisher’s note

All claims expressed in this article are solely those of the authors and do not necessarily represent those of their affiliated organizations, or those of the publisher, the editors and the reviewers. Any product that may be evaluated in this article, or claim that may be made by its manufacturer, is not guaranteed or endorsed by the publisher.

## Footnotes

^1^ https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE217343

^2^ https://github.com/Maucicio/Strain-analysis-main-Public-

# Supplementary material for: Metabolic behavior for a mutant Oenococcus oeni strain with high resistance to ethanol to survive under oenological multi-stress conditions
**Source:** Front Microbiol. 2023 Mar 9;14:1100501. doi: 10.3389/fmicb.2023.1100501
**Supplement:** Supplementary file 1

Supplementary material

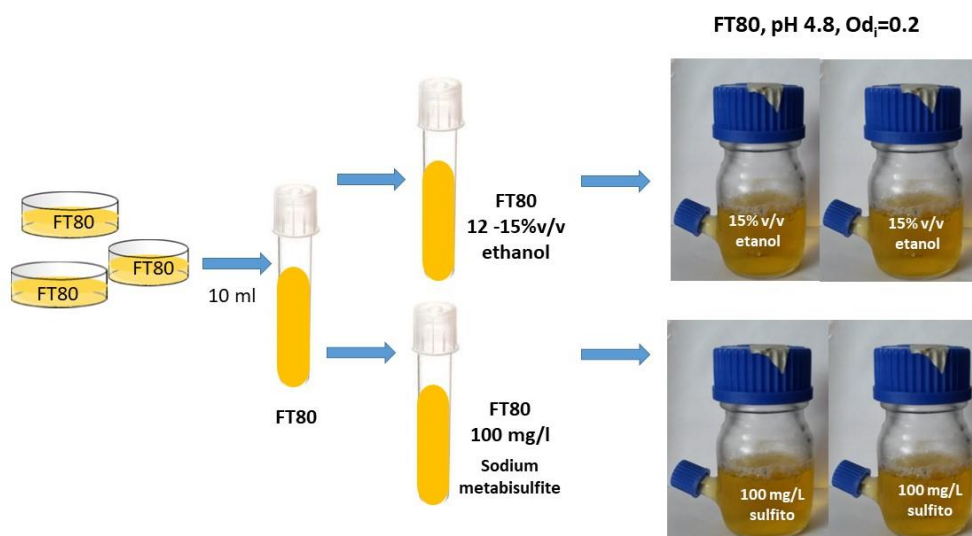

Figure S1. Mutant selection process scheme

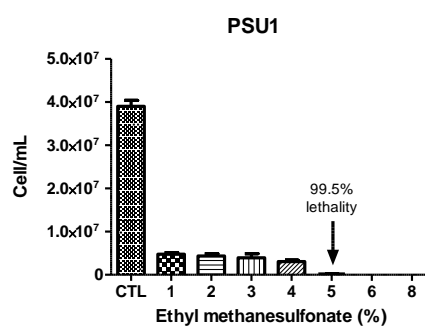

Figure S2. Lethality curve for Ethylmethane sulfonate utilization on *O. oeni* PSU-1 strain.

Table S1. Initial test of resistance to ethanol and potassium metabisulfite of *O. oeni* PSU1strain.

	**Crecimiento (¥)**
**PSU1 10% v/v ethanol**	+
**PSU1 15% v/v ethanol**	-
**PSU1 20% v/v ethanol**	-
**PSU1 50 mg/L metabisulfite**	+
**PSU1 100 mg/L metabisulfite**	-
**PSU1 200 mg/L metabisulfite**	-

¥ Growth observed to 9 days of culture

Table S2. Oligonucleotides used in this study

**Genes**	**Primer sequences (5'–3')**
<i>OEOE_1794</i>	GGTGAAAGCCGATCTCTTGA<br>AAATTGGCGCATATTTAGCC
<i>OEOE_1795</i>	ATGCGAATGGTCCTTCTTTG<br>ATCCAACCGCTACAAGTGCT
<i>OEOE_1708</i>	TTGAAAAAGGTTCGTGTCCA<br>AAATCGCCTAAAGTCGCTGA
<i>OEOE_0522</i>	TCCCCAAGGGAACGATTTAT<br>TTTCTCCCAAACCTTTTTCG
<i>OEOE_0005</i>	GAGGATGTCCGAGAAGGAATTA
**reference**	ACCTGCTGGGCATCTGTATTG

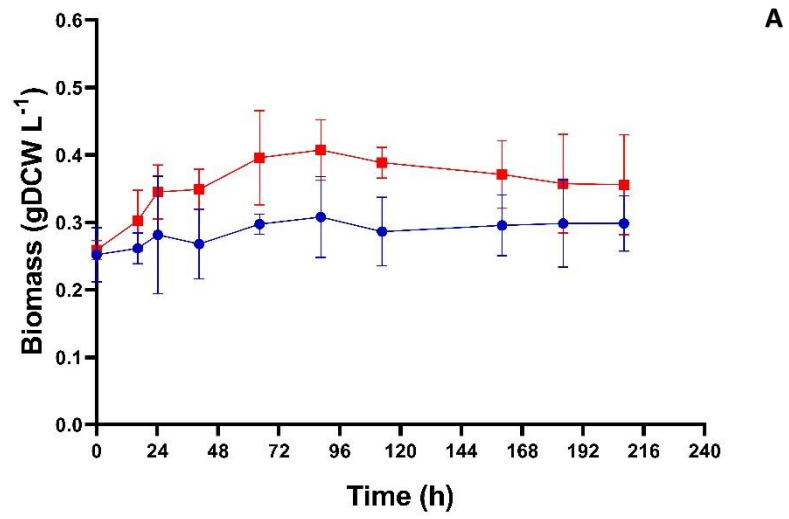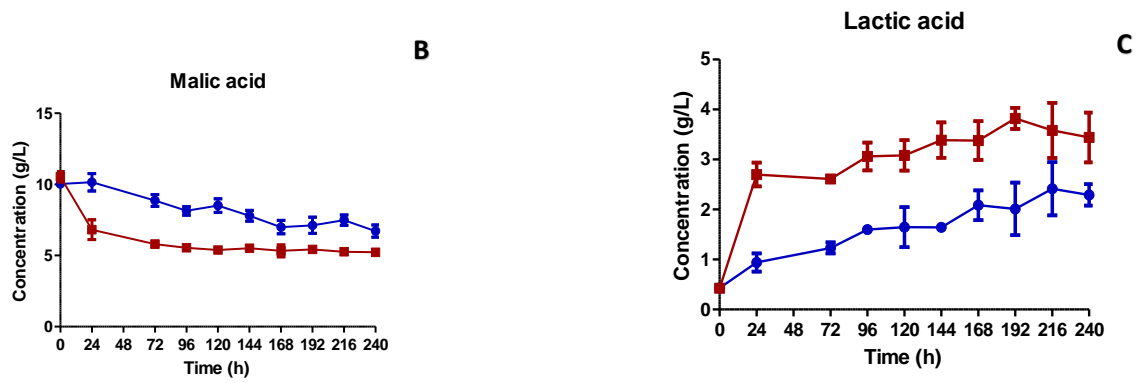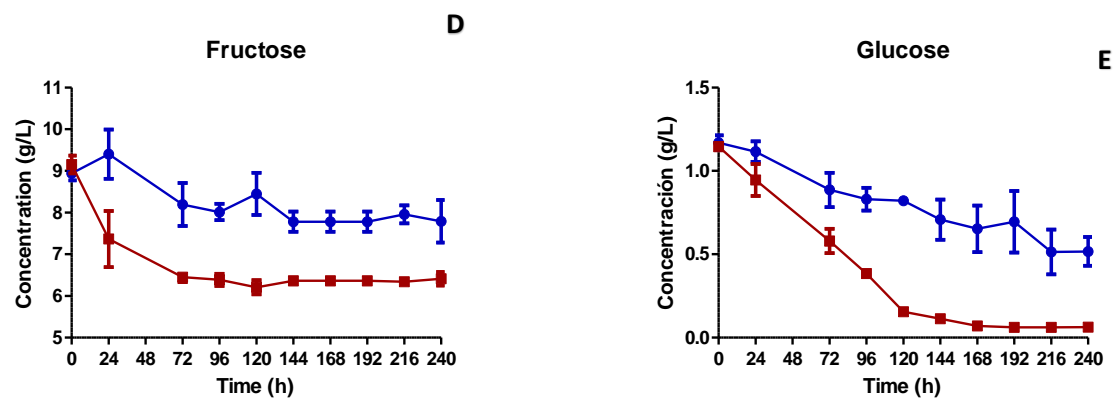

Figure S5. Kinetics of production and consumption compounds of the E1 (red) and PSU1 (blue) strains, grown in MaxOeno with 15% ethanol at pH 4.8. Biomass production (A), Malic acid consumption (B), and lactic acid production (C). Fructose (D) and glucose (E) consumption.

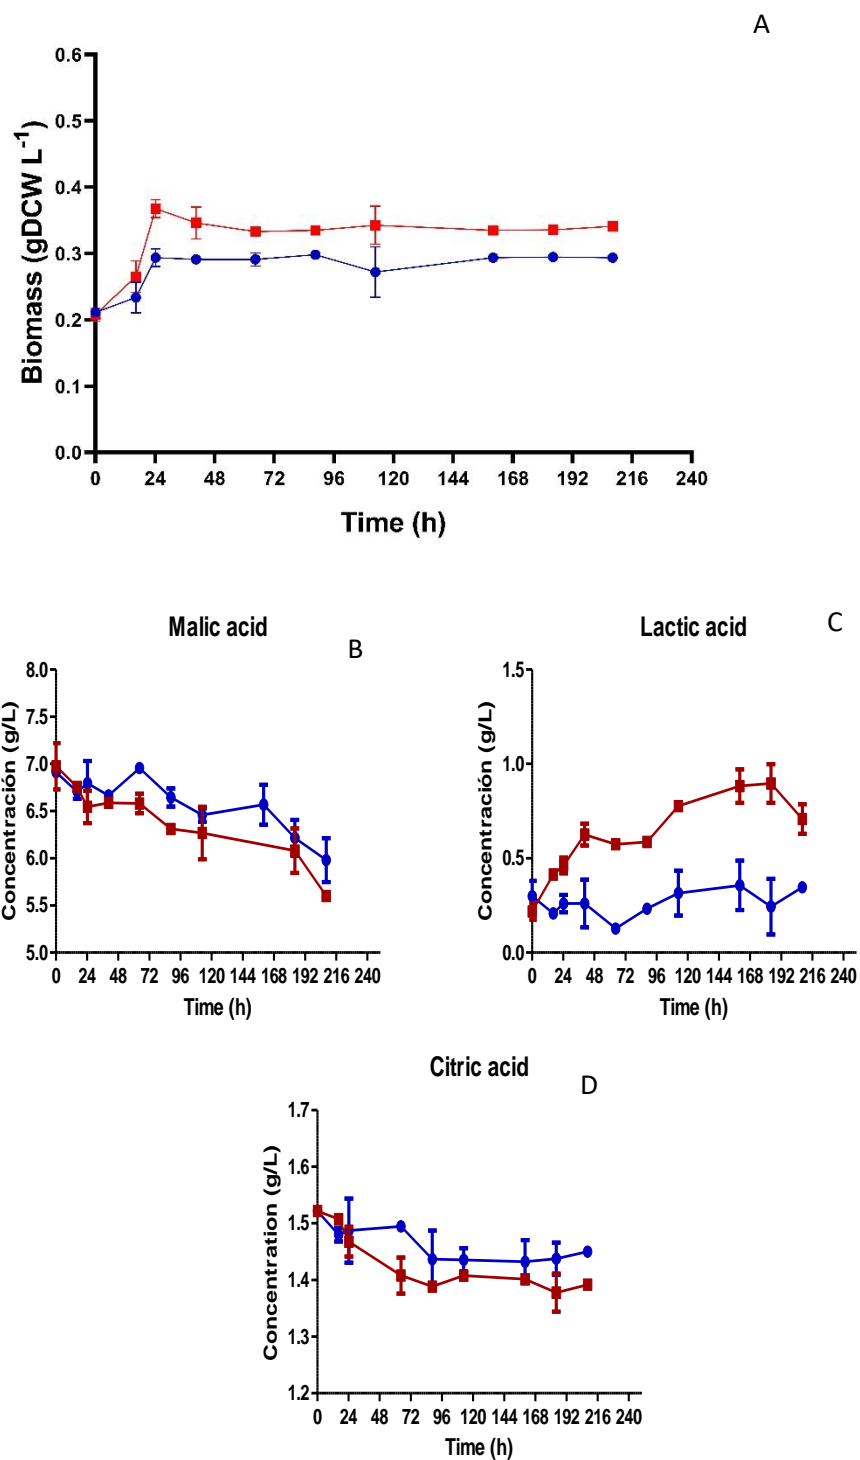

Figure S6. Kinetics of production and consumption compounds of the E1 (red) and PSU1 (blue) strains, grown in MaxOeno with 15% ethanol at pH 3.5. Biomass production (A), Malic acid consumption (B), lactic acid production (C) and citric acid consumption (D).

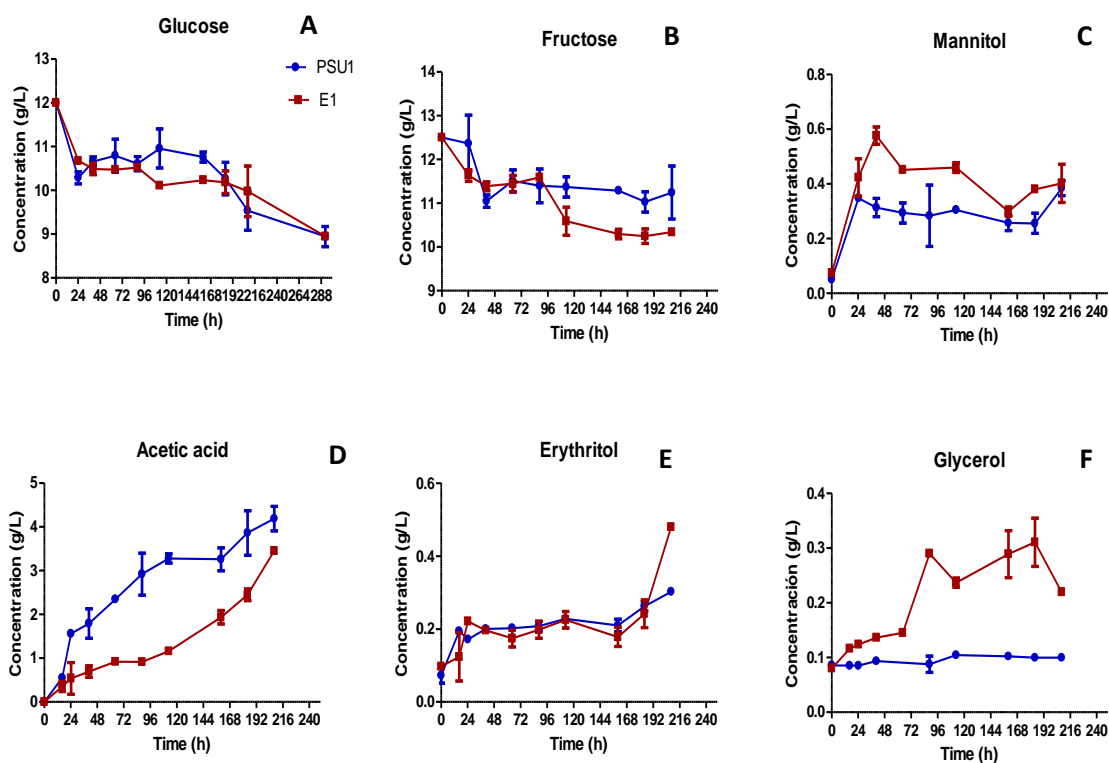

Figure S7. Kinetics of production and consumption compounds of the E1 (red) and PSU1 (blue) strains, grown in MaxOeno with 15% ethanol at pH 3.5. Glucose consumption(A), Fructose consumption(B), Mannitol production(C), Acetic acid production (D), Erythritol production (E), and Glycerol production (F).

How the deposited data were processed for this re-analysis (not part of the article)

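RNA of E1 and of PSU-1, grown in MaxOeno with 15% v/v of ethanol at pH 3.5, 25 °C and an initial optical density of 0.2 in 75 mL, was sequenced in 1 library per strain by paired-end Illumina sequencing after depletion of ribosomal RNA. The paper places the measurement at about 16 h. The authors mapped the reads to the PSU-1 chromosome and counted them per annotated feature with QSeq of DNASTAR, whose version is not given in the sources used here. The authors deposited RPKM, whole counts of reads that map to a single place, expected counts (reads that map to several places, divided among the copies), and a fold that is the ratio of PSU-1 over E1, the inverse of the ratio in the methods. For features with reads and values of their own, the deposited RPKM is the sum of both counts over the length of the feature and the counted reads of the library; features with 0 reads are listed at a small value above 0. The annotated table names 1742 loci. Of these, 1366 have values of their own and 376 were merged with others under a shared product name. The other deposited table lists 489 features, all at least 2-fold apart and with at least 10 RPKM in the higher library, 55 higher and 434 lower in E1. Its dots also group digits and were read back; 354 of 356 features with values of their own in both tables have equal RPKM in the third decimal.

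The log2 of RPKM in E1 over RPKM in PSU-1, the formula of the methods, was computed for 1346 loci with values of their own and reads in both libraries, with no pseudocount and no filter on low values. The annotated table is the main source because the other holds a selection; it had been planned as the main table before its content was known. Median reads per gene were 1895 in E1 and 2239 in PSU-1, with 13955075 and 13097476 reads mapped to a single place and 5254669 and 3979878 shared. Because both reads of a pair were taken to be counted, counts were halved for the exact binomial intervals at 95% (scipy 1.17.1, with numpy 2.4.6, pandas 2.3.3, matplotlib 3.10.9 and Python 3.11.15). A gene with 0 reads in E1 is given the bound of that interval. There is no test of the strains, as each has 1 library. A threshold of 2-fold, and of 4-fold, was chosen here, since the paper's text names none.

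The 22 gene lists were fixed by words in the product names before the data were examined. They cover ribosomal proteins, aminoacyl-tRNA synthetases, F0F1 ATP synthase, heat shock and protein quality control, cold shock proteins, universal stress proteins, oxidative stress and thiol redox, malate, citrate and diacetyl metabolism, sugar catabolism by the heterolactic route, PTS sugar transport, fatty acid and phospholipid synthesis, cell wall, amino acid and peptide transport, metal transport, the arginine deiminase pathway, purine and pyrimidine synthesis, DNA repair and recombination, phage and transposon genes, transcriptional regulators, polysaccharide synthesis, drug efflux, and unknown function. Each list with at least 3 measured genes has a percentile of its median among 10000 random lists of the same size, drawn from 20 bins of mean log2 RPKM with seed 1; it describes these libraries and tests no difference between strains. The named genes are every gene the paper names, the 10 highest and 10 lowest log2 ratios with at least 10 RPKM in the higher library, the 8 highest of known function, 3 loci on either side of the genes of Table 3, every member of the malate, universal stress and metal lists, the 2 highest and 2 lowest of the other lists, the 5 most abundant features of each library, and genes with 0 reads in a single library. The rule gave 173 genes, ranked over both tables, and the values of Table 3 had been seen when it was written.

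The alternatives were a pseudocount of 1 or 10 RPKM, scaling by the median log2 ratio, by TPM over loci with values of their own, by a trimmed mean (30% of log2 ratios and 5% of levels at each end), by totals without the 10 most abundant features or without ribosomal and transfer RNA, or by OEOE_0005, limits of 10 RPKM in the higher or in both libraries and of 300 bp, the other deposited table, and random lists not matched on expression. Counting over the loci of both tables was added after the data were seen. The procedure was tested on data simulated with counting error alone. In these, 94.8% of intervals held the simulated ratio and 0.525% of unchanged genes passed 2-fold. Of 100 unchanged lists, 91 lay between the 2.5th and 97.5th percentile. Loci merged with others and absent from the other table have no values, and the qPCR, growth and metabolite measurements were not analysed here.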

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

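The tests of background reads and of gene length were set before their results were seen; the tests of abundant features, shared reads, the genes beside OEOE_1794 and OEOE_1795, and the percentile and rotations of the heat shock list were chosen after.

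Of 14 measured genes of heat shock and protein quality control, most of which fold, refold or degrade proteins (OEOE_0354, at -0.95, is a copper chaperone, a metal carrier that the word brings in), 6 were at least 2-fold lower in the E1 library and 0 higher, or 4 and 0 with the median of all genes set to 0; 2 lay above 0 and 6 above the median of all genes. The list had a median log2 ratio of -0.89, or -0.42 relative to all genes, and OEOE_1310, for the chaperone GrpE, stood at -2.27 and the Clp ATPase gene OEOE_0572, from the authors' selected table, at -2.74, while the protease gene OEOE_0188 (FtsH) stood at 0.47. The list was singled out by its percentile of 0.01 among random lists matched on expression, and without matching it lay at percentile 3.84. A shift shared by genes of like expression would seldom give the matched value. Because the same value picked the list, it is no separate test of that shift. Rotations of the list along the chromosome keep its neighbours together. Of 1345 rotations, 0% gave a median as low once the median of genes of like expression was taken off. Neighbouring genes that vary together would thus seldom give this median. The rotations use nearly the same value that picked the list and make no allowance for that choice, so they are no separate test either. The strain, and an adaptation of PSU-1 if it holds for these cultures, remain open explanations. So do variation between cultures, with 1 library per strain, and the low RNA integrity that the paper states. None of these was tested.

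OEOE_1794 and OEOE_1795 stood far above the genes beside them. Reads shared with near-identical copies are argued against, as 0.0153% of their E1 reads map to several places. The 6 genes beside them had a median log2 ratio of 0.0096, but that contrast is the pattern itself, and reads of OEOE_1792 and OEOE_1793 are mostly shared, so it is no test of more copies of a stretch of the chromosome, which cannot be told apart here. A difference in their transcription between the strains stays open as a hypothesis.

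Genes lower in E1 outnumbered genes higher in E1, by 330 to 47 at 2-fold and by 144 to 116 with the median of all genes set to 0, and the median log2 ratio ran from -1.03 in the 337 genes with the lowest expression to -0.06 in the 337 with the highest. That difference of 0.98 argues against a few abundant features taking more of the E1 reads as the whole cause, since that would shift both groups alike. An even background of reads in the PSU-1 library is argued against for most of these genes, since their median excess in PSU-1 was 3.31 times the 5th percentile of PSU-1 RPKM; the excess was above that percentile in 273 of 330. Short genes alone do not account for the excess. Among the 336 longest genes 47 were at least 2-fold lower and 13 higher, and among genes of at least 300 bp 289 and 42. A part played by gene length cannot be told apart, because the median of the 336 longest genes exceeded that of the 337 shortest by 0.28, between the bounds set. The low RNA integrity that the paper states and any prior adaptation of PSU-1 were not tested.

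Genes and runs outside those the paper discusses also stood out. Genes of oxidative stress and thiol redox had a median log2 ratio of -0.89, at percentile 0.64 (4.10 without matching on expression), with all 15 below 0 and 5 at least 2-fold lower; with the median of all genes set to 0, 6 were above 0 and 0 at least 2-fold lower. The 20 measured PTS sugar transport genes had a median log2 ratio of -0.019, or 0.45 above that of all genes, at percentile 99.0 (0.41, or 0.87 above that of all genes, over the 19 with at least 10 RPKM in the higher library, and 0.09 with a pseudocount of 10 RPKM), with 9 at least 2-fold higher and 4 lower (9 and 3 with the median of all genes set to 0), among the lower OEOE_0338 and OEOE_0339 for cellobiose at -3.29 and -2.81; 4 of the 9, OEOE_0222, OEOE_0223, OEOE_1207 and OEOE_1208, share all their reads and were picked out after their values were seen. The percentile of the PTS list draws genes singly, while members of it lie in the higher runs OEOE_0221 to OEOE_0224 and OEOE_0232 to OEOE_0236. No rotations of this list were made, so neighbouring genes that vary together were not tested for it. The run OEOE_0464 to OEOE_0466, of a mannose-type phosphotransferase system, had a median log2 ratio of 2.48. The run OEOE_0717 to OEOE_0720, which holds OEOE_0719, had a median of -3.11.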

How the results depend on the processing

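The alternatives left OEOE_1794, OEOE_1795, OEOE_1708 and OEOE_0522 more than 2-fold higher in E1, from a log2 ratio of 1.67 upwards. A scaling adds the same amount to every log2 ratio, which accounts for the moves that follow. With the median of all genes set to 0, 116 genes were at least 2-fold higher and 144 lower, 17 and 17 at 4-fold, and the median was 0; OEOE_1794, OEOE_1795, OEOE_1708, OEOE_0522 and OEOE_0005 stood at 3.76, 3.57, 2.85, 2.76 and 1.09. With the trimmed mean the counts were 117 and 143, and 17 and 17, the median turned to 0.0067, and the genes in that order stood at 3.77, 3.57, 2.85, 2.77 and 1.10. Relative to OEOE_0005 there were 14 higher and 747 lower, 2 and 171 at 4-fold, the median was -1.09, and the genes stood at 2.67, 2.47, 1.75, 1.67 and 0. Without the 10 most abundant features the median was -0.36, and OEOE_1794, OEOE_1795, OEOE_1708 and OEOE_0005 stood at 3.40, 3.21, 2.49 and 0.74. Without ribosomal and transfer RNA the median was -0.40, and OEOE_1795, OEOE_1708 and OEOE_0005 stood at 3.17, 2.45 and 0.69.

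A pseudocount of 10 RPKM left 201 genes at least 2-fold lower and 17 at least 4-fold lower, beside 330 and 52, and a median of -0.41. With at least 10 RPKM in both libraries, 29 genes were at least 4-fold lower and the median was -0.43. The other deposited table, a selection of features at least 2-fold apart, gave 81 genes at least 4-fold lower and a median of -1.36; OEOE_0005 is not listed there. The loci of both tables, an alternative chosen after seeing the data, gave 87 genes at least 4-fold lower. Lists outside the percentile bounds numbered 3, 4 with a pseudocount of 10 RPKM, which adds the genes of unknown function at percentile 99.1 (their median relative to all genes turned from -0.10 to 0.03), and 5 with random lists not matched on expression; among these 5 the heat shock and oxidative stress lists were not included, and the cause was not tested. Of the 173 named genes 166 have a log2 ratio, and 72 were at least 2-fold apart; of these 0 changed sign under the pseudocounts and scalings, 16 came under 2-fold with the median of all genes set to 0 and 11 relative to OEOE_0005. A pseudocount of 10 RPKM moved 17 of the 166 by over 1.5 times or under 2-fold, among them OEOE_0041 to -3.01, OEOE_0412 to -2.27, OEOE_1056 to -0.62 and OEOE_1710 to -0.73. The median width of the counting interval of a ratio was 0.26 on the log2 scale, and genes with few reads are limited by depth.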

Differences from the paper's values

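The ratios and log2 ratios of Table 3 equal the values computed here to the digits the paper gives. The depth the paper states, if read as pairs per library, is above the 8538677 pairs of PSU-1 and the 9604872 of E1 estimated from halved counts, by less than 1.5 times. OEOE_0005 served as the reference gene of the qPCR, and the paper states that it does not change; its RPKM was 508.7 in the E1 library and 331.0 in the PSU-1 library, a log2 ratio of 0.62. The paper calls its product a dehydrogenase-like protein, and the deposited table DNA gyrase subunit B. The paper describes OEOE_1708 as a fructokinase, while the deposited table gives a branched chain aminotransferase at its coordinates; its ratio of 5.18 belongs to the locus whichever name holds. The paper speaks of 8 genes of known function that differed and its text names no threshold. At 2-fold, 44 genes of known function were higher and 290 lower in the E1 library, and 108 and 123 with the median of all genes set to 0. Known function here means only that the product name lacks words such as hypothetical or uncharacterized. Predicted membrane proteins and RNA features count as known, so the class may be wider than the paper's.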

Other observations

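Among genes of malate, citrate and diacetyl metabolism, OEOE_1564, for the malolactic enzyme that turns malate into lactate, had a log2 ratio of -0.35 and OEOE_1563, for the malate permease, 0.02; with the median of all genes set to 0 they stood at 0.12 and 0.50. OEOE_0328 and OEOE_0329, named subunits of an acetoin dehydrogenase complex, were higher in the E1 library with ratios of 2.40 and 2.92. So was OEOE_0330, named a component of an acetoin/pyruvate dehydrogenase complex, with 2.21. The citrate lyase genes OEOE_0422 and OEOE_0423 had log2 ratios of -0.54 and -0.54, and the acetoin reductase gene OEOE_0693 had -1.24. Of the 24 genes 3 were at least 2-fold higher and 4 lower, or 4 and 0 with the median of all genes set to 0, with a median log2 ratio of -0.43 at percentile 13.8, 0.04 above the median of all genes. The 24 include OEOE_1723, OEOE_1725 and OEOE_1726, genes of leucine synthesis that the word isopropylmalate brings in. No product in the deposited table names mannitol.

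Fatty acid and phospholipid genes, 24 in all, had a median log2 ratio of -0.07, at percentile 96.3. The 3-oxoacyl-acyl carrier protein reductase gene OEOE_0077 had a ratio of 2.73 and the cardiolipin synthetase gene OEOE_1387 a log2 ratio of -1.55. OEOE_1705, a methylmalonyl-CoA epimerase that the word malonyl brings in, was the other of the 2 genes at least 2-fold higher. The 8 genes of F0F1 ATP synthase, which couples proton flow to ATP, had a median of 0.46, at percentile 96.5, from -0.59 for OEOE_0659 to 0.97 for OEOE_0664; with ratios relative to OEOE_0005 the median of the list lies below 0. Ribosomal protein genes had a median of -0.02 at percentile 67.5 and aminoacyl-tRNA synthetase genes -0.20 at percentile 70.3. With the median of all genes set to 0 the medians of the fatty acid, ribosomal protein, synthetase and phage lists lie above 0, at 0.40, 0.45, 0.27 and 0.28. Cell wall genes had a median of -0.58 over 38 genes at percentile 30.9, and amino acid and peptide transport genes -0.48 over 31 at percentile 45.9, among them OEOE_0751 at 1.69 and OEOE_1666 at -2.42. Purine and pyrimidine synthesis genes had -0.79 over 30 at percentile 8.97, with 11 at least 2-fold lower, or 5 with the median of all genes set to 0. DNA repair genes had -0.51 over 21 at percentile 37.5, polysaccharide synthesis genes -0.58 over 33 at percentile 46.1, drug efflux genes -0.70 over 19 at percentile 48.3, phage and transposon genes -0.19 over 10 at percentile 84.9, and genes of unknown function -0.58 over 115 at percentile 92.4, or 99.1 with a pseudocount of 10 RPKM. The authors' table of features at least 2-fold apart adds members that these counts and medians leave out, since it lists none closer together: 6 higher and 75 lower of unknown function, 3 higher and 1 lower of PTS sugar transport, 2 lower each of amino acid and peptide transport and of drug efflux, and 1 lower of oxidative stress. OEOE_1118, for arginine deiminase, had a log2 ratio of 0.06.

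OEOE_0444, a hypothetical protein gene, had 0 reads in the E1 library and 37 in PSU-1, which by the 95% counting interval is at least 4.95-fold lower in E1. OEOE_t1226 and OEOE_t1847, for tRNAs, each had 0 reads in E1 and 16 in PSU-1, by the same interval at least 1.92-fold lower. OEOE_r1091, the RNA of RNase P, was among the most abundant features, at a log2 ratio of 0.02.

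A copy number higher near the replication origin in the strain that grows faster was a hypothesis set before its result was seen. The 658 genes on the side of the chromosome around position 1, near OEOE_0005, had a median log2 ratio of -0.41 and the 688 genes on the far side -0.53, a difference of 0.12, which is consistent with it under the bound set of 0.1. However, 13.9% of 1000 random rotations of the chromosome gave a difference as large, a check that was not part of the bound, so that this difference may also come from the local grouping of genes.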
